# The Role of Reduced Methionine in Mediating the Metabolic Responses to Protein Restriction Using Different Sources of Protein

**DOI:** 10.3390/nu13082609

**Published:** 2021-07-29

**Authors:** Han Fang, Kirsten P. Stone, Sujoy Ghosh, Laura A. Forney, Thomas W. Gettys

**Keywords:** essential amino acid, nutrient sensing, gene set enrichment, protein restriction, FGF21

## Abstract

Dietary protein restriction and dietary methionine restriction (MR) produce a comparable series of behavioral, physiological, biochemical, and transcriptional responses. Both dietary regimens produce a similar reduction in intake of sulfur amino acids (e.g., methionine and cystine), and both diets increase expression and release of hepatic FGF21. Given that FGF21 is an essential mediator of the metabolic phenotype produced by both diets, an important unresolved question is whether dietary protein restriction represents de facto methionine restriction. Using diets formulated from either casein or soy protein with matched reductions in sulfur amino acids, we compared the ability of the respective diets to recapitulate the metabolic phenotype produced by methionine restriction using elemental diets. Although the soy-based control diets supported faster growth compared to casein-based control diets, casein-based protein restriction and soy-based protein restriction produced comparable reductions in body weight and fat deposition, and similar increases in energy intake, energy expenditure, and water intake. In addition, the prototypical effects of dietary MR on hepatic and adipose tissue target genes were similarly regulated by casein- and soy-based protein restriction. The present findings support the feasibility of using restricted intake of diets from various protein sources to produce therapeutically effective implementation of dietary methionine restriction.

## 1. Introduction

Studies of the short-term metabolic effects of dietary protein restriction and methionine restriction (MR) have been pursued in parallel in recent years, with studies conducted in the last decade identifying significant similarities among the responses to the two dietary regimens (reviewed in [1,2,3,4,5]). Depending on the severity of dietary protein restriction, the responses can range from modest slowing of growth and improvements in metabolic health to significant growth stunting, delayed wound healing, and decline in health [6,7]. The responses to dietary MR are also concentration-dependent, where severe restriction causes rapid weight loss [8], whereas a slightly less severe restriction modestly reduces growth and produces beneficial metabolic effects [8]. In contrast, an even less severe restriction involving a 2- to 3-fold reduction in dietary methionine was without effect on growth, energy balance, or body composition [8]. Collectively, these studies illustrate that restricting dietary methionine to a specific range is highly beneficial, while a more severe restriction can be detrimental, and a less severe restriction is without effect [8].

Since the early work of Rothwell and Stock showing that dietary protein restriction reduced weight gain by increasing energy expenditure (EE) [9,10], significant effort has been devoted to identifying the underlying mechanisms for this response. Recent work has shown that the increase in EE produced by protein restriction is linked to increased release of hepatic FGF21 [11,12,13]. However, the identity of the amino acid(s) being sensed after protein restriction remains an open question. Yap et al. [5] used several approaches to identify the key amino acid(s) being limited by protein dilution, and they make a compelling case that the reductions in threonine and tryptophan are essential to several adaptive responses. A case can also be made that dietary casein restriction limits methionine to a concentration range previously shown to activate FGF21 and increase EE [8]. Additionally, although restriction of several essential amino acids also increases FGF21 and EE [14,15,16], only methionine restriction downregulates hepatic lipogenic genes and reduces hepatic lipids [17]. The goal of the present work was to test whether the well-established metabolic phenotype produced by elemental methionine restriction could be recapitulated using different protein sources to produce a comparable degree of sulfur amino acid restriction. The overall aim of this work is to develop protein-restricted therapeutically effective diets that reproduce the beneficial metabolic effects of dietary methionine restriction. Using mice fed protein-restricted diets formulated with different protein sources but with matched restrictions of sulfur amino acids, it is shown that casein protein restriction and soy protein restriction produce comparable metabolic effects on energy balance, hepatic gene expression, and adipose tissue gene expression that are consistent with the biological responses to dietary MR.

## 2. Materials and Methods

### 2.1. Diets and Animals

All experiments were approved by the Pennington Biomedical Research Center Institutional Animal Care and Use Committee on the basis of guidelines established by the National Research Council, the Animal Welfare Act, and Public Health Service Policy on the humane care and use of laboratory animals. Pelleted diets (Research Diets Inc., New Brunswick, NJ, USA) were formulated using either casein or soy isolates as the sole protein source. The respective amino acid content of the two protein sources used for diet formulation is provided in Supplemental Table S1. A control, casein-based diet (e.g., Cas-20%) was formulated containing 20% casein, and cystine was added to match the cystine content of the soy-based control diet (Table 1). A casein-based low protein diet (e.g., Cas-5%) was formulated containing 5% casein, and cystine was added to match the cystine content of the soy-based low protein diet (Table 1). The control, soy-based diet (e.g., Soy-20% + SAA) was formulated containing 20% soy, with additions of methionine and cystine to match the final concentrations of sulfur amino acids in the casein-based control diet (Table 1). The soy-based low protein diet (e.g., Soy-10%) was formulated to contain 10% soy as this amount of soy protein contained amounts of methionine and cystine that matched the content of these amino acids in the casein-based low protein diet (Table 1). Lastly, a soy-based diet containing 20% soy and no added sulfur amino acids was formulated as a negative control diet (e.g., Soy-20%). Diets were formulated as extruded pellets containing 22% fat, with a final energy content of 17.12 kJ/g (Table 1).

Fifty male C57BL/6J mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA) at 9 weeks of age and quarantined for one week upon arrival. Thereafter, the mice were singly housed and 20 were put on Cas-20% control diet and 30 were put on the Soy-20% control diet. Mice were acclimated to the diets for two weeks, and at twelve weeks of age, half the mice on the Cas-20% diet were switched to the Cas-5% diet, while the other half remained on Cas-20% diet. Mice on Soy-20% diet were evenly divided into three groups, with 10 switched to the Soy-20% + SAA diet, 10 continued on the Soy-20% diet, and the remaining 10 switched to the Soy-10% diet. Food and water were provided ad libitum, and animals were housed at 23 °C and maintained on a 12-hour light/dark cycle. Food consumption, water intake, body weight, and carcass composition were measured at weekly intervals. Body composition was determined using nuclear magnetic resonance (NMR) spectroscopy (Bruker Minispec, Billerica, MA, USA). After eight weeks on their respective diets, animals were transferred to the Metabolic Phenotyping Core at Pennington Biomedical Research Center for measurement of energy expenditure (EE) using a Promethion indirect calorimetry system (Sable Systems, Las Vegas, NV, USA). Mice were acclimated to the metabolic chambers for one week prior to data collection over four consecutive days. VCO_2_, VO_2,_ and activity measurements were collected at five-minute intervals over the 96 h period. Animals were then returned to their home cages to continue on their assigned diets for a two-week re-equilibration period. Thereafter, animals were fasted for four hours prior to euthanasia via CO_2_-induced narcosis and decapitation. Trunk blood was collected for serum analyses, and livers and inguinal white adipose tissue (IWAT) were harvested and snap frozen in liquid nitrogen and stored at −80 °C until analyzed.

### 2.2. Analysis of Energy Expenditure

VO_2_ is expressed as liters (L) of O_2_ consumed per h, while Respiratory Exchange Ratio (RER) is the ratio of VCO_2_ produced to VO_2_ consumed. EE was calculated as (VO_2_ × (3.815 + (1.232 × RER)) × 0.96 kCal/h) × 4.019 kJ/kCal, and expressed as kJ/h/mouse as described by the manufacturer (Promethion, Sable Systems, N Las Vegas, NV, USA). Group differences in 24 h EE (kJ/h/mouse) at study′s end were compared using Analysis of Covariance (ANCOVA) (JMP Software, Version 15; SAS Institute Inc., Cary, NC, USA) to calculate least squares means that accounted for variation in EE attributable to differences in lean mass, fat mass, food intake, and activity among the mice as before [18].

### 2.3. Serum Metabolite Analyses

Fasting serum FGF21 (R&D Systems; Minneapolis, MN, USA) was determined via enzyme-linked immunosorbent assays (ELISA) according to the manufacturer′s protocol.

### 2.4. RNA Isolation and qPCR of MR Target Genes

Total RNA was isolated from livers and IWAT from each mouse using a RNeasy Mini kit (Qiagen, Valencia, CA, USA). RNA concentration in each sample was measured using a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). Total RNA was analyzed using the Agilent Bioanalyzer RNA 1000 chip (Agilent Technologies, Santa Clara, CA, USA) to confirm integrity of the RNA as indicated by RIN values > 7. Two μg total RNA was used for reverse transcription to produce cDNA. mRNA expression for previously identified MR target genes in liver [19,20] and IWAT [21,22] was measured using 10 ng cDNA via quantitative PCR using SYBR Green (Bio-Rad, Valencia, CA, USA), and mRNA concentrations of each target gene were standardized to cyclophilin expression. Primer sequences are provided in Supplementary Table S2.

### 2.5. RNAseq Analysis

Liver RNA samples were processed for library construction using the Lexogen Quant-Seq 3′ mRNA-Seq Library Prep Kit as previously described [23]. All libraries were pooled in equimolar amounts and sequenced on the Illumina NextSeq 500 at 75 bp forward and 6 bp forward index reads. Preliminary data analysis was performed using the Lexogen Quantseq pipeline 2.3.6 FWD on the Bluebee platform for quality control, mapping, and read count tables. The gene expression profiles were assessed using 6 replicates from each dietary group. The expression profiling data have been deposited in NCBI under GEO accession GSE168132.

### 2.6. Bioinformatics Analysis

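Principal components were computed on the scaled normalized counts of all genes in the table for 24 livers, 6 mice per diet. The first 3 components held 20.4%, 13.1% and 8.1% of the variance. On the first component, Cas-5% livers scored −52.0 ± 13.6 (mean ± SD), Soy-10% livers −25.6 ± 6.2, Cas-20% livers 9.2 ± 10.6 and Soy-20% + SAA livers 68.4 ± 56.7. The spread of the Soy-20% + SAA group came from livers 1 and 2, which scored −3.0 and 4.7, and livers 3 to 6, which scored 61.4, 107.3, 116.7 and 123.4. On the second component Cas-20% livers scored 62.0 ± 13.2, Cas-5% livers −35.6 ± 16.2, Soy-20% + SAA livers −14.5 ± 37.9 and Soy-10% livers −12.0 ± 10.0. With log2 values in place of normalized counts, the first component held 21.1% of the variance and the Soy-20% + SAA livers scored 70.2 ± 60.2.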

Prior to differential gene expression analysis, scaled normalized count data for samples from the dietary groups (Cas-20%, Cas-5%, Soy-20% + SAA, Soy-10%) were analyzed via principal component analysis (PCA) (using *prcomp* package in R, http://www.R-project.org, accessed on 15 May 2021) to cluster samples based on gene expression similarities, and to identify potential outliers. 

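Differential expression was tested from the raw counts of 6 livers per diet with edgeR's quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment. At an adjusted p of 0.05 or less, 3008 of 12076 genes differed between Cas-5% and Cas-20%, of which 1397 were higher and 1611 lower after restriction. Between Soy-10% and Soy-20% + SAA, 2035 of 11983 genes differed, 1020 higher and 1015 lower. An unadjusted p under 0.05 was reached by 4418 and 4064 genes. DESeq2, the authors' tool, called 3054 and 2389 genes in these comparisons. The casein count moved most when a trend of each library with the GC content of transcript 3′ ends entered the model as a covariate, which left 2429 genes. The soy count moved most with the Soy-20% diet as the control in place of Soy-20% + SAA, which left 103 genes, 38 higher and 65 lower. In that setting 1460 genes had an unadjusted p under 0.05. Of the 2035 genes 2017 were tested there, and 1778 kept their direction, 611 with an unadjusted p under 0.05. Both settings share the Soy-10% livers, which raises this overlap. The soy count also depended on single livers of either diet, with 1219 genes without Soy-20% + SAA liver 5, 3119 without Soy-20% + SAA liver 1, and 1314 to 1733 without any one Soy-10% liver. Leaving out single livers gave 2601 to 2888 genes for casein.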

Then, differential analysis of RNA read count data was performed using DESeq2 software [24], which models read counts as a negative binomial distribution and uses an empirical Bayes shrinkage-based method to estimate signal dispersion and fold changes. Gene expression signals were logarithmically transformed (to base 2) for all downstream analyses (the lowest expression value being set to 1 for this purpose). Genes with an absolute log fold change ≥ 1 and false discovery rate (FDR) of 5% were considered as differentially expressed.

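At this threshold, taken as an absolute log2 fold change of 1 or more, edgeR called 420 genes after casein restriction and 308 after soy restriction. Restricting the test to genes with at least 10 counts in every liver left 262 and 194. The soy count rose to 542 without Soy-20% + SAA liver 1, and fell to 27 with Soy-20% as the control.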

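Counts at a fold change of 1.3 and an FDR of 0.3 depend on the scale of the fold change. With 1.3 on the log2 scale, edgeR called 229 genes in the Cas-5% to Cas-20% comparison and 161 in the Soy-10% to Soy-20% + SAA comparison. With 1.3 on the linear scale it called 2650 and 2647. The log2 count for soy was 287 without Soy-20% + SAA liver 1.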

*Ingenuity Pathway analysis (IPA)*—Pathway over-representation analysis was conducted using IPA (QIAGEN Inc., Valencia, CA, USA, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis, accessed on 15 May 2021), considering 2829 differentially expressed genes from the Cas-5% to Cas-20% samples and 2158 differentially expressed genes from the Soy-10% to Soy-20% + SAA samples (absolute log fold change ≥ 1.3, FDR ≤ 0.3). Within IPA, the Upstream Regulator Analysis module was utilized to identify putative gene regulators responsible for the observed transcriptional patterns produced by the respective low protein diets compared to the respective control diets for each protein source. Several possible types of upstream regulators were considered but special emphasis was placed on transcription factors, cytokine receptors, G protein-coupled receptors, and ligand-dependent nuclear receptors. Differential regulation of canonical pathways by the protein-restricted diets was also examined. Upstream regulators and canonical pathways with an activation z-score ≥ 2 or ≤−2 were considered to be activated or inhibited, respectively. Heat maps were used to visualize upstream regulators and canonical pathways that were differentially affected by the two low-protein diets relative to their respective control diets.

*Pre-ranked GSEA analysis*—Enrichment analysis of biological pathways (gene sets) was conducted via gene set enrichment analysis (GSEA) [25]. Specifically, the classical (unweighted) GSEA option was used with gene set permutation mode and enrichment computed on pathways present in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [26] available from the Molecular Signatures Database repository (MSigDb, http://software.broadinstitute.org/gsea/msigdb, accessed on 15 May 2021) [27]. Gene-sets with FDR ≤ 5% were considered as significantly enriched [28]. The individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of pathway genes in the context of the full gene list.

### 2.7. Data Analysis

Body weight, adiposity, food intake, water intake, serum FGF21, and expression of specific genes were analyzed using one-way ANOVA (GraphPad Prism; San Diego, CA, USA) with diet as the main effect, and residual variance used as the error term to calculate standard errors for comparisons of means across groups. Group differences in EE (kJ/hr/mouse) at the end of the study were compared using ANCOVA as described previously [18,29]. Protection against type I errors for all comparisons was set at 5% (α = 0.05).

## 3. Results

### 3.1. Effects of Protein Restriction on Energy Balance

Time-dependent changes in body weight and fat mass were compared in mice subjected to protein restriction using diets formulated from either casein or soy. Casein was restricted from 20% to 5% and soy was restricted from 20% to 10% to produce a comparable degree of sulfur amino acid (e.g., SAA (methionine and cystine)) restriction. Methionine and cystine concentrations were equalized between the casein control (e.g., Cas-20%) and soy control diets (Soy-20% + SAA) during formulation as illustrated in Table 1. The amino acid composition of the casein and soy protein sources used to formulate the diets is provided in Supplemental Table S1. Methionine and cystine were also equalized between the two protein-restricted groups. (e.g., Cas-5% and Soy-10%) so that an equivalent four-fold restriction of SAA concentrations were achieved in both the casein- and soy-based diets. The Soy-20% diet served as a negative control diet for the SAAs added to the soy-20% + SAA diet. Casein restriction slowed the accumulation of body weight (Figure 1A) and fat mass (Figure 1E) such that by three weeks, body weight and fat mass were significantly lower in the Cas-5% group compared to the Cas-20% group. A similar pattern was observed among the soy diet groups, with the Soy-10% group accumulating body weight (Figure 1B) and fat mass (Figure 1F) significantly slower than the Soy-20% + SAA and Soy-20% groups. The differences became significant after two weeks on the respective diets, and interestingly, the Soy-20% + SAA and Soy-20% groups did not differ at any time point. The three control groups are compared in Figure 1C,G and show that the Cas-20% group accumulated body weight and fat mass noticeably slower than the two soy control groups, although the differences did not become significant until the last 3–4 weeks of the study. However, when the change in body weight (Figure 1D) and fat mass (Figure 1H) were expressed relative to their respective control groups, it is evident that protein restriction implemented with either casein or soy produced comparable limiting effect on body weight and fat mass accumulation over time.

Average food (Figure 2A) and water intake (Figure 2B) over the course of the study were increased by both casein restriction and soy restriction. Casein restriction produced a larger effect on food intake than soy restriction (Figure 2A), but the effects of restriction of the respective protein sources on water intake did not differ (Figure 2B). Interestingly, food and water intake in the Soy-20% and Soy20% + SAA did not differ and were comparable to food and water intake in the Cas-20% group (Figure 2A,B). Casein restriction increased both nighttime and daytime EE measured at the end of the study, but the nighttime increase in the Cas-5% group compared to the Cas-20% group was much larger than the increase during the day (Figure 2C).

EE was also increased in the Soy-10% group compared to the two soy control groups, although the magnitude of the nighttime and daytime differences among the groups appeared smaller (Figure 2D). Support for this observation comes when the average EEs over the 4-day measurement period are compared (Figure 2E). The increase in EE produced by the Cas-5% group compared to its control is significantly larger than the increase in EE produced by the Soy-10% diet compared to its controls. Previous work has shown that the ability of protein restriction to increase EE is dependent on an increase in hepatic FGF21 [12], so it was not surprising that both casein restriction and soy restriction produced significant increases in hepatic *Fgf21* mRNA and serum FGF21 (Figure 2F). 

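Hepatic *Fgf21* was also read from RNA sequencing of 6 livers per diet, apart from the PCR in Figure 2F. The gene lies on chromosome 7 of GRCm38 from 45613886 to 45615490. Its normalized count was 174 ± 75.8 (SD) on Cas-5% and 29.6 ± 17.5 on Cas-20%, a log2 fold change of 2.56 (standard error 0.33, edgeR adjusted p = 2.9e-05). On Soy-10% it was 171 ± 94.2, against 26.7 ± 17.4 on Soy-20% + SAA, a log2 fold change of 2.67 (standard error 0.39, edgeR adjusted p = 0.00098). In both comparisons all 6 restricted livers lay above all 6 controls. With single livers left out, the log2 fold change stayed between 2.34 and 2.91 for casein and between 2.36 and 3.09 for soy. With the library GC trend as a covariate the soy fold change was 1.73 on the log2 scale, and with Soy-20% livers (39.3 ± 14.4) as the control it was 2.10, both called.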

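The casein effect on *Fgf21* mRNA minus the soy effect was tested directly in the sequenced livers of the 4 diets. It was −0.12 on the log2 scale (standard error 0.57, edgeR adjusted p = 0.92). Its sign depended on single livers, from −0.54 without Soy-20% + SAA liver 1 to 0.25 without Cas-20% liver 5. With Soy-20% as the soy control it was 0.45, and with the library GC trend as a covariate it was 0.67, called in neither.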

Although the increase in hepatic *Fgf21* mRNA was comparable between the two protein sources, casein restriction produced a significantly greater increase in serum FGF21 compared to soy restriction (Figure 2F). It is unclear whether this observation is related to the slightly smaller increase in EE produced by soy restriction compared to casein restriction (Figure 2E).

### 3.2. Transcriptional Effects of Protein Restriction in Liver and Adipose Tissue

To test whether the previously reported transcriptional effects of casein restriction on liver [12] and adipose tissue target gene expression [30] were recapitulated by soy protein restriction, representative ATF4 target genes and lipogenic genes were measured in the liver, and genes associated with adipose tissue remodeling were measured in inguinal WAT. Casein and soy protein restriction produced comparable significant increases in *Asns* and *Psat1* expression and decreases in *Fasn* and *Scd1* expression (Figure 2G). 

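The same genes were read in the sequenced livers, 6 per diet. *Asns* (chromosome 6, 7675169 to 7693254) had normalized counts of 295 ± 45.9 (SD) on Cas-5% and 21.7 ± 13.7 on Cas-20%, a log2 fold change of 3.76 (standard error 0.24, edgeR adjusted p = 1.3e-08). On Soy-10% and Soy-20% + SAA they were 155 ± 51.8 and 23 ± 20.6, a log2 fold change of 2.80 (standard error 0.44, edgeR adjusted p = 0.0013). *Psat1* (chromosome 19, 15904678 to 15947337) rose by 5.02 on the log2 scale after casein restriction (standard error 0.17, edgeR adjusted p = 1.3e-11). After soy restriction its normalized counts were 56.6 ± 26.8, against 4.6 ± 2.52 in the controls (edgeR adjusted p = 0.0002). *Fasn* (chromosome 11, 120805846 to 120824547) had log2 fold changes of −1.85 for casein and −2.08 for soy (standard errors 0.33 and 0.31, edgeR adjusted p = 0.0006 and 0.0011). *Scd1* (chromosome 19, 44394455 to 44407879) changed by −2.13 and −1.28 (standard errors 0.19 and 0.28, edgeR adjusted p = 4.8e-07 and 0.0092). All 6 restricted livers lay beyond all 6 controls for each gene and source, apart from *Scd1* after soy restriction, where the highest Soy-10% liver (48668) overlapped the lowest Soy-20% + SAA liver (44402). The fall of *Scd1* after soy restriction was not called with the library GC trend as a covariate (log2 fold change −0.88), nor that of *Fasn* with Soy-20% as the control (−1.44).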

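The difference between the casein and soy effects was tested for each gene. It was 0.95 for *Asns*, 1.41 for *Psat1*, 0.23 for *Fasn* and −0.86 for *Scd1* on the log2 scale (edgeR adjusted p = 0.29, 0.11, 0.81 and 0.12). *Psat1* reached an adjusted p of 0.05 with DESeq2. With Soy-20% as the soy control the difference was 2.14 for *Psat1* and −1.20 for *Scd1*, both called. For *Scd1* the difference was also called without Cas-5% liver 5 (−1.07) or without Soy-20% + SAA liver 5 (−1.11). That of *Fasn* had no settled sign, at −0.41 with Soy-20% as the control and −0.24 with the GC covariate.

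**Figure D1:**
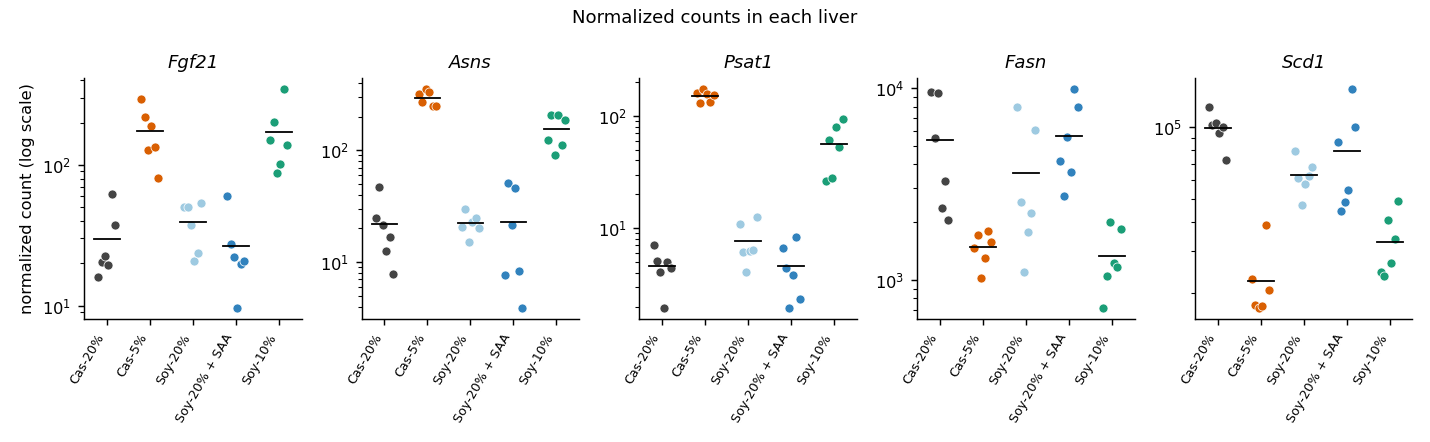
Normalized counts of *Fgf21*, *Asns*, *Psat1*, *Fasn* and *Scd1* on a log axis in each of 6 livers per diet. Lines mark the mean of each diet.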

In inguinal WAT, expression of the nuclear-encoded mitochondrial genes, *Cox7a*, *Cox8b*, *Ucp1*, and *Cidea* were all significantly increased by casein and soy restriction (Figure 2H). However, the increase in *Cox7a* and *Ucp1* mRNA by Soy-10% was significantly less than the increases in these genes produced by Cas-5%. With the exception of a small but significant increase in *Ucp1* mRNA produced by Soy-20%, the mice fed the control casein and soy diets had comparable expression of these four genes (Figure 2H).

### 3.3. Differential Gene Expression in the Liver

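The authors deposited the number of reads counted on each gene in 30 livers, 6 from each of the 5 diets, from a library kit that reads the 3′ ends of mRNA. Between 7694015 and 14565542 reads per liver were counted on genes, with a median of 10803734. Diet medians were 11159957 for Cas-20%, 10081019 for Cas-5%, 10545743 for Soy-20%, 11607588 for Soy-20% + SAA and 10651123 for Soy-10%. The 10 most abundant genes took 24.8% to 34.1% of each library. No library duplicated another.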

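Libraries 3 to 6 of the Soy-20% + SAA diet counted fewer reads on genes whose 3′ ends are rich in A and T. The slope of expression on the GC content of the last 200 nucleotides, over 9907 genes, was 0.045, 0.145, 0.142 and 0.162 log2 units per 10% GC in these libraries. In libraries 1 and 2 of the diet it was −0.019 and −0.020, and in the other diets −0.053 to 0.029. *Sdhd*, picked as an example after the counts were seen, had 1327, 726, 173, 47, 31 and 30 reads in libraries 1 to 6 of this diet, and 557 to 1759 in all others. After soy restriction the fold change of a gene was lower the higher its 3′ GC content (r = −0.238 over 11963 genes). That relation was absent with Soy-20% as the control (r = −0.018) and after casein restriction (r = −0.03). Several values of the soy comparison are therefore also given with the slope as a covariate or with Soy-20% as the control. Soy-20% holds 0.22 g of methionine per 100 g of diet and Soy-20% + SAA 0.57 g, against 0.13 g in Soy-10%, so the former control is also a smaller contrast in sulfur amino acids.

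**Figure D2:**
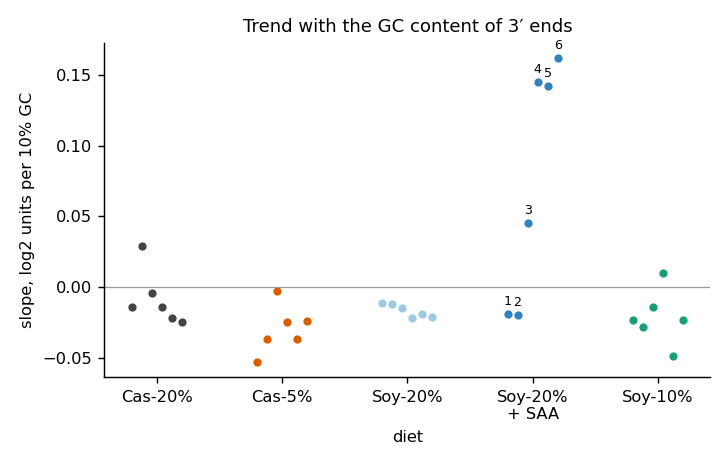
Slope of expression on the GC content of transcript 3′ ends, in log2 units per 10% GC, for each of 6 libraries per diet. The libraries of the Soy-20% + SAA diet carry their replicate numbers.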

To obtain a more comprehensive assessment of the transcriptional responses to casein and soy protein restriction, we used RNAseq in conjunction with bioinformatics analysis to interrogate the transcriptional responses in livers from mice fed the Cas-20%, Cas-5%, Soy-20% + SAA, and Soy-10% diets. The Soy-20% control group was excluded from this analysis because of its similarity to the Soy-20% + SAA group in essentially all responses. 

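The liver libraries of both soy control diets were compared here, 6 against 6. Of 11932 genes, 1 differed at an edgeR adjusted p of 0.05 or less, while 2892 had an unadjusted p under 0.05. This was *Chic1* (chromosome X, 103356476 to 103396092), with normalized counts of 15.9 ± 3.91 (SD) on Soy-20% and 41.4 ± 5.57 on Soy-20% + SAA (log2 fold change −1.37, standard error 0.17, edgeR adjusted p = 0.014), lower in all 6 Soy-20% livers. Its adjusted p reached 0.073 with a liver left out and 0.19 with the GC covariate, which left 0 genes and 1041 with an unadjusted p under 0.05. The number of genes was unstable, at 885 with DESeq2, 1118 without Soy-20% + SAA liver 2 and 1587 without Soy-20% + SAA liver 1.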

To assess the uniformity of differential gene expression across dietary protein sources, heat maps of the top 50 genes for each phenotype in input normalized counts were used to create Ranked Gene List Correlation Profiles for the Cas-5% to Cas-20% comparison (Supplementary Figure S1A) and the Soy-10% to Soy-20% + SAA comparison (Supplementary Figure S1B). These figures show the consistent uniformity of expression across samples within and across dietary group comparisons.

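The 50 genes with the highest and the 50 with the lowest signal-to-noise ratio were listed from normalized counts of 6 livers per diet. For casein the ratios ran from 1.91 to 4.60 for genes higher on Cas-5%, led by *Psat1*, *Asns* and *Lepr*, and from 2.16 to 4.22 for genes higher on Cas-20%, led by *Dct*, *Sulf2* and *H2-Q1*. For soy they ran from 1.42 to 2.62 for genes higher on Soy-10%, led by *Slc39a4*, *Pcp4l1* and *Gm15998*. Genes higher on Soy-20% + SAA had ratios of 1.47 to 2.60, led by *Cyp4a12b*, *Synj2* and *Chic1*. *Lepr*, *Sulf2*, *Slc39a4*, *Pcp4l1*, *Gm15998*, *Cyp4a12b* and *Synj2* are named only for these ranks, chosen after their values were seen. *H2-Q1* and *Cyp4a12b* belong to families of similar genes, so the assignment of their reads is uncertain.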

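Of the 50 top genes per direction, 50 and 50 had no overlap between Cas-5% and Cas-20% livers, and 47 and 48 none between Soy-10% and Soy-20% + SAA livers. Among all genes tested, 1555 of 12076 had no overlap for casein and 745 of 11983 for soy, where chance gives a share of 0.0022. The top genes are chosen for their separation. Of the casein genes also tested for soy, 41 of 43 higher and 47 of 49 lower on Cas-5% had the same direction after soy restriction. In reverse these counts were 45 of 50 and 47 of 49.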

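The largest changes among genes with at least 10 counts per liver in one group and no overlap were read gene by gene. After casein restriction the largest rises beside *Psat1* were in *Phgdh* (chromosome 3, 98313170 to 98339990) and *Slc34a2* (chromosome 5, 53038081 to 53071664), which had 3 or fewer normalized counts in each Cas-20% liver. *Phgdh* was at least 12.4-fold higher on Cas-5% (37.8 ± 16.9, mean ± SD) and *Slc34a2* at least 7.0-fold higher (21.3 ± 11.1), with edgeR adjusted p = 1.7e-05 and 6.7e-06. The largest falls were in *Chrna4* (chromosome 2, 181018380 to 181043546), *Dct* (chromosome 14, 118012790 to 118052244) and *Acpp* (chromosome 9, 104288251 to 104337748). *Chrna4* fell from 192 ± 184 to 3 ± 3.39, *Dct* from 124 ± 26 to 2.48 ± 2.66 and *Acpp* from 75.6 ± 53.2 to 1.45 ± 1.8 (edgeR adjusted p = 0.00011, 1.3e-08 and 7.8e-06). After soy restriction *Psat1*, *Asns* and *Fgf21* rose most, and *Dct*, *Chrna4* and *H2-Q1* fell most, with log2 fold changes of −3.23, −3.12 and −3.11 (standard errors 0.37, 0.60 and 0.32, edgeR adjusted p = 0.00022, 0.0046 and 0.00013). *Chrna4* was not called with the GC covariate (−2.40) or with Soy-20% as the control (−2.17).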

To further explore the systems biology of hepatic transcriptional responses to casein versus soy protein restriction, Ingenuity Pathway Analysis (IPA) was used to screen differentially expressed genes against Ingenuity′s annotated Knowledge Base to detect predicted activation or inhibition of canonical pathways and upstream regulators. This algorithm predicts changes in canonical pathways and transcription factor activity based on observed patterns of change in expression of genes known to be up- or down-regulated by specific upstream regulators. Heat maps were constructed to illustrate the comparative effects of casein restriction or soy restriction on the twenty-five most up- or down-regulated canonical pathways (Figure 3A) and upstream regulators (Figure 3B). 

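The gene lists of Ingenuity were not analysed here. Gene lists for cholesterol biosynthesis and oxidative phosphorylation were fixed before the data were examined and tested in their place. Of 21 cholesterol biosynthesis genes, edgeR called 0 higher and 6 lower after casein restriction, and 0 higher and 14 lower after soy restriction (15 and 17 lower adjusted over the list alone). Median log2 fold changes were −0.48 and −0.60. For soy 3 genes were called with the GC covariate and 0 with Soy-20% as the control, where 5 had an unadjusted p under 0.05. The mean expression of the set per liver fell by 0.457 log2 units after casein restriction (exact permutation test, p = 0.05, adjusted p = 0.059), with 2 of 6 Cas-5% livers below all controls. After soy restriction it fell by 0.583 (exact permutation test, p = 0.0065, adjusted p = 0.016), with 4 of 6 below all controls. The casein fall was called without Cas-20% liver 4 (−0.544) or liver 6 (−0.577), and the soy fall was not called with Soy-20% as the control (−0.278).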

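Of 78 oxidative phosphorylation genes tested after casein restriction, 0 were called higher and 51 lower (58 adjusted over the list alone), with a median log2 fold change of −0.26. After soy restriction 5 were called higher and 7 lower, the same adjusted over the list alone. The soy median was −0.11, with 57 of 78 genes lower, and 0.04 with the GC covariate, where 1 was called. Enrichment scores were −0.532 for casein (gene permutation adjusted p = 0.00035) and −0.217 for soy (gene permutation adjusted p = 0.0023), the latter positive with log2 values (0.240). Their mean expression fell by 0.262 log2 units for casein (exact permutation test, p = 0.0022, adjusted p = 0.0031, 6 of 6 livers) and moved by 0.000 for soy (exact permutation test, p = 0.98). For the difference between the sources edgeR called 0 positive and 14 negative (0 and 24 adjusted over the list alone). With the GC covariate 30 genes were called, and with Soy-20% as the soy control 23.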

When canonical pathways were evaluated in terms of activation or inhibition, fourteen pathways were comparably inhibited by both forms of protein restriction, while only the eIF2 Signaling pathway was comparably activated by casein and soy restriction (Figure 3A). In contrast, eight canonical pathways were activated by soy restriction but inhibited by casein restriction (Figure 3A). 

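A list of 40 genes of RAS, MAPK and PI3K signalling, taken as shared by the pathways that Figure 3A shows in opposite directions, was tested in 35 genes. After casein restriction edgeR called 0 higher and 5 lower, and after soy restriction 9 higher and 2 lower, with the same counts adjusted over the list alone. For soy 0 were called with the GC covariate and 0 with Soy-20% as the control, where 3 and 7 had an unadjusted p under 0.05. The mean expression of the list fell by 0.121 log2 units after casein restriction, in 6 of 6 livers (exact permutation test, p = 0.0022). After soy restriction it changed by 0.031 (exact permutation test, p = 0.23). For the difference between the sources edgeR called 1 gene positive and 6 negative, 3 genes in all with the GC covariate and 1 with Soy-20% as the control. The medians of the list were −0.07 and −0.05, and the soy median was 0.04 with the covariate and 0.03 with that control.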

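Across 11854 genes tested in both comparisons, which share no livers, log2 fold changes after casein and soy restriction had a Pearson r of 0.467 and a Spearman rho of 0.352 across genes, which are not independent replicates. Of 902 genes called by edgeR in both, 872 changed in the same direction and 30 in opposite directions. With Soy-20% as the soy control r was 0.584, and all 92 genes called in both changed the same way. With the GC covariate 237 of 239 did. The correlation ran from 0.412 without Soy-20% + SAA liver 1 to 0.510 without Soy-20% + SAA liver 4. The casein effect minus the soy effect was tested for 12532 genes in the 24 livers, and edgeR called 1089, of which 401 were positive and 688 negative, while 3263 had an unadjusted p under 0.05. This count was 746 with Soy-20% as the control (2488 unadjusted) and 670 with the GC covariate, and 719 without Soy-20% + SAA liver 4 to 1941 without liver 1 of that diet.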

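The largest positive differences were in *Myh4*, *Ttn* and *Fut1*, and the largest negative ones in *Acpp*, *Nnmt* and *Sds*. *Myh4* was at least 4.4-fold higher on Cas-5% than on Cas-20%, where each liver had 3 or fewer normalized counts, and myosin genes share similar sequences. For *Ttn* and *Fut1* the difference was 3.72 and 2.72 (standard errors 0.58 and 0.50, edgeR adjusted p = 0.00042 and 0.0023). *Ttn* had at most 4 counts in any Cas-20% liver, so the size of its difference is uncertain. *Myh4* and *Ttn* are skeletal muscle transcripts, and muscle RNA in the libraries of the other diets may be their source. *Nnmt* (chromosome 9, 48591877 to 48605153) fell from 898 ± 360 (SD) to 29.1 ± 6.26 after casein restriction, and the difference was −3.26 (standard error 0.43, edgeR adjusted p = 0.00012). For *Sds* and *Acpp* it was −3.09 and −3.51 (standard errors 0.55 and 0.79, edgeR adjusted p = 0.0017 and 0.0091). With Soy-20% as the soy control the *Sds* difference was −1.66 and the *Acpp* difference −4.18. *Sds* ran from 85.3 to 1111 normalized counts within Soy-20% + SAA.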

Viewed together, these findings show that despite substantial similarities in the way restriction of the two proteins affected upstream regulators and transcription factors in the liver (Figure 3B), about 30% of the canonical pathways were differentially regulated by casein restriction compared to soy restriction (Figure 3A).

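Gene set enrichment was computed with an unweighted running sum and permutation of gene labels, as the authors describe, here over genes ranked by the signal-to-noise ratio of normalized counts and with 10000 permutations. The smallest p this allows is 0.0002. The authors state that signals were log2-transformed for later analyses, and a ranking on log2 values was run as an alternative. Permuting genes treats them as independent, so these p-values describe the ranked lists and not the variation between mice. Members of the Ribosome and Drug Metabolism Cytochrome P450 sets are the genes drawn in Figures 4 and 5. The 8 amino acid sets are lists of each pathway's enzymes and stand in for those of KEGG. In each comparison 19 sets were tested, with Benjamini-Hochberg adjustment. The soy ranking used the 5 Soy-10% livers drawn in those figures and 6 Soy-20% + SAA livers. Differences between the protein sources were tested with limma's camera on the 24 livers, with an inter-gene correlation of 0.01. When livers were reassigned at random between the sources, camera p-values as small came out in 3 to 15 of 100 splits. That range covers the Ribosome, P450 and amino acid sets, so their camera p-values overstate the evidence.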

To obtain a more detailed assessment of the differential effects of the two protein sources on the hepatic transcriptome, GSEA was used to identify pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database that were comparably or differentially regulated by the respective forms of protein restriction. For example, the GSEA enrichment plots and associated heat maps for the Ribosome pathway presented in Figure 4A–D; show that protein restriction produces a comprehensive activation of this pathway with both casein (Figure 4A,C) or soy restriction (Figure 4B,D). 

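The enrichment score of the Ribosome set was 0.613 for casein (gene permutation p = 0.0002, the smallest possible, adjusted p = 0.00035) and 0.397 for soy (gene permutation adjusted p = 0.0013). Of its 81 genes, 79 rose after casein restriction and 68 after soy restriction, with median log2 fold changes of 0.35 and 0.15. edgeR called 61 higher and 0 lower for casein, and 21 higher and 1 lower for soy (68, 0, 25 and 1 adjusted over the list alone). Mean expression of the set rose by 0.362 log2 units on Cas-5%, in 6 of 6 livers above all controls (exact permutation test, p = 0.0022). It rose by 0.171 on Soy-10%, in 4 of 6 livers (exact permutation test, p = 0.0087, adjusted p = 0.019). The score moved most with the weighted running sum for casein (0.738) and with the GC covariate for soy (0.677). With an inter-gene correlation estimated by camera the rise was called for neither source, at unadjusted camera p-values of 0.031 for casein and 0.16 for soy.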

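Among the genes drawn at the top of Figure 4C, *Rpl13a*, *Rpl12* and *Rps27a* rose by 0.77, 0.69 and 0.67 on the log2 scale (edgeR adjusted p = 2.4e-05, 3.9e-05 and 0.00051). Those at the bottom, *Fau*, *Rps2* and *Mrpl13*, changed by 0.03, −0.07 and −0.17 (edgeR adjusted p = 0.82, 0.49 and 0.17), and *Fau* changed sign without Cas-5% liver 1 (−0.005). For soy, *Rpl19* (chromosome 11, 98026710 to 98030492), *Rps18* and *Rpl35a* rose by 0.52, 0.63 and 0.46 (edgeR adjusted p = 0.001, 0.0011 and 0.0014). Against Soy-20% these were 0.12, 0.25 and 0.11 and not called, nor were *Rpl7a* and *Rps23*, drawn at the top of Figure 4D (0.18 and 0.21). Of those drawn at its bottom, *Rpl13* fell without significance and reversed to 0.10 with the GC covariate. *Rpl27a* fell by 0.29 (edgeR adjusted p = 0.036) and was called in neither of those settings, nor with most single livers left out. Ribosomal protein genes have many processed pseudogenes, so the assignment of their reads is uncertain.

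**Figure D3:**
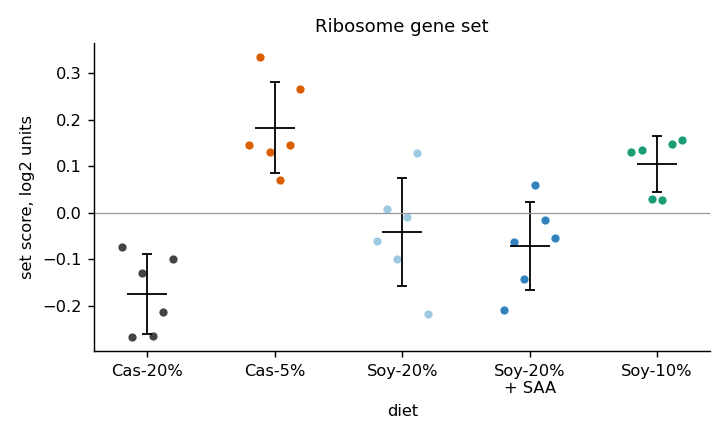
Mean expression of the Ribosome gene set, in log2 units relative to the mean of 30 livers, for each of 6 livers per diet. Bars show mean ± SD.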

GSEA was also used to test for differential enrichment in a comparison of the respective control groups (e.g., 20% Casein and 20% Soy + SAA) and no differences were found (data not shown). 

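In the comparison of Cas-20% with Soy-20% + SAA, 2 of the 19 sets tested had a gene permutation adjusted p under 0.05. The Ribosome set had an enrichment score of −0.281 (gene permutation adjusted p = 0.0039), with 63 of its 81 genes lower on Cas-20%. A list of 5 red blood cell genes scored 0.780 (gene permutation adjusted p = 0.017). Regrouping these livers gave scores as large in 43 of 100 splits for Ribosome and 20 for the red blood cell list. These splits were chosen after the scores were seen. Between the mice of these diets, the mean expression of the Ribosome set differed by −0.101 log2 units (exact permutation test, p = 0.074, adjusted p = 0.16). edgeR called 0 Ribosome genes higher and 2 lower on Cas-20% (1 and 10 adjusted over the list alone). Of all 11988 genes, edgeR called 291, 170 higher and 121 lower on Cas-20%, while 3143 had an unadjusted p under 0.05. This count was 5 with the GC covariate (1389 unadjusted), 9 without Soy-20% + SAA liver 6, 1247 without liver 2 and 1817 without liver 1 of that diet. Leaving out any one Cas-20% liver gave 23 to 63.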

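The largest differences were in *Sds*, *Gm44421* and *Srebf1*, higher on Cas-20%, and in *Cyp3a11*, *Csad* and *Cyp3a59*, lower. *Srebf1* (chromosome 11, 60199089 to 60222581) had 1521 ± 442 (SD) normalized counts on Cas-20% and 372 ± 186 on Soy-20% + SAA (edgeR adjusted p = 0.013, not called with the GC covariate). *Sds* and *Gm44421*, a long non-coding RNA, differed by 2.35 and 2.22 on the log2 scale (edgeR adjusted p = 0.04 and 0.018), neither with the GC covariate, *Gm44421* not without Soy-20% + SAA liver 6, and *Sds* not with most single livers left out. *Csad* and *Cyp3a11* differed by −1.85 and −2.12 (edgeR adjusted p = 0.0011 and 0.00013), and *Cyp3a59* by −1.54 (edgeR adjusted p = 0.016). Cyp3a genes are near copies of each other, which leaves their single counts uncertain.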

GSEA enrichment plots and the associated heat maps for the Drug Metabolism Cytochrome P450 pathway show that casein (Figure 5A,C) or soy protein restriction (Figure 5B,D) produced significant but differential effects on gene set enrichment of this pathway. 

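The Drug Metabolism Cytochrome P450 set had 28 of its 41 genes in the table, since part of the human symbols have no mouse gene of the same name. Its enrichment score was −0.194 for casein (gene permutation p = 0.21, adjusted p = 0.23) and 0.249 for soy (gene permutation p = 0.054, adjusted p = 0.092). Over alternatives that keep the set, the casein score ran from −0.484 with the weighted running sum to −0.165 with log2 values. With the 76 mouse members of the same gene families it was called in both, at −0.194 and 0.244. The soy score was called with the weighted running sum (0.495), with all 6 Soy-10% livers (0.283), and without Soy-10% liver 1 (0.287). edgeR called 4 genes higher and 9 lower for casein, and 7 higher and 2 lower for soy (4, 9, 10 and 5 adjusted over the list alone). Mean expression changed by −0.075 log2 units on Cas-5% (exact permutation test, p = 0.32) and rose by 0.227 on Soy-10% in 6 of 6 livers (exact permutation test, p = 0.0022, adjusted p = 0.011). The soy rise was 0.073 and not called with Soy-20% as the control. The difference between sources had a camera p of 0.00089 on 24 livers, against 0.063 with an estimated inter-gene correlation.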

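*Gstk1* (chromosome 6, 42245935 to 42250447) fell from 1707 ± 205 (SD) to 847 ± 39.2 normalized counts after casein restriction (edgeR adjusted p = 1.5e-07). *Gstm2* and *Gstz1* fell by 1.10 and 0.67 on the log2 scale (edgeR adjusted p = 2.8e-06 and 3e-06). *Aox1* (chromosome 1, 58029931 to 58106413) rose by 0.92 after casein and by 0.89 after soy restriction (edgeR adjusted p = 7.9e-06 and 0.0011). *Gstm1* rose by 0.54 and 0.51 (edgeR adjusted p = 0.001 and 0.0021), and *Mgst3* rose by 1.74 after soy restriction (edgeR adjusted p = 0.0023). *Aox1* and *Mgst3* rose by 0.23 and 0.36 and were not called with Soy-20% as the control. *Gstk1* fell by 0.49 after soy restriction (edgeR adjusted p = 0.0031), called neither with that control nor with the GC covariate. *Gstm2* fell by 0.51 (edgeR adjusted p = 0.11), and by 0.62 with a call without Soy-20% + SAA liver 2. Gstm genes are similar to each other and uncertain in the same way.

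**Figure D4:**
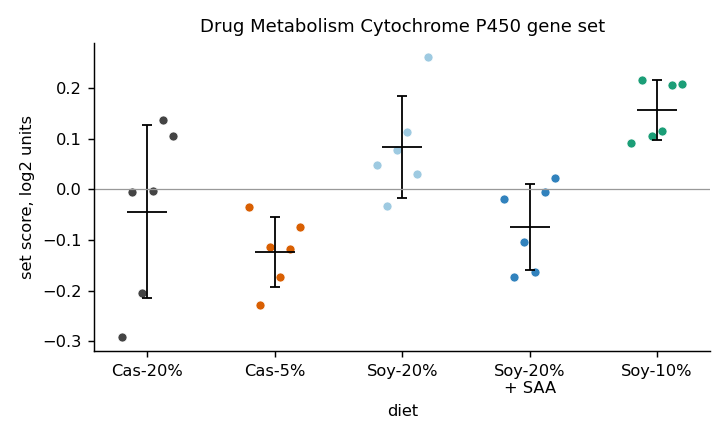
Mean expression of 28 genes of the Drug Metabolism Cytochrome P450 set, in log2 units relative to the mean of 30 livers, for each of 6 livers per diet. Bars show mean ± SD.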

As with the Ribosome pathway, differential expression levels of the genes within this set were not detected between the 20% Casein and 20% Soy + SAA control groups. 

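Between Cas-20% and Soy-20% + SAA the Drug Metabolism Cytochrome P450 set scored −0.138 (gene permutation adjusted p = 0.84). edgeR called 1 of its genes higher and 0 lower on Cas-20% (1 and 1 adjusted over the list alone). Mean expression differed by 0.032 log2 units (exact permutation test, p = 0.69), and by −0.004 without Cas-20% liver 5.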

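In the sequenced livers of the control diets, the Arginine Proline Metabolism set had an enrichment score of 0.176 for Cas-20% against Soy-20% + SAA (gene permutation adjusted p = 0.37). Its mean expression per liver was 0.089 ± 0.068 (SD) on Cas-20% and −0.089 ± 0.062 on Soy-20% + SAA, a difference of 0.178 log2 units. All 6 Cas-20% livers lay above all 6 Soy-20% + SAA livers (exact permutation test, p = 0.0022, the smallest that 6 against 6 allow, adjusted p = 0.011). edgeR called 4 genes of this set higher on Cas-20% and 0 lower (8 and 0 adjusted over the list alone). With the GC covariate 0 were called and 10 had an unadjusted p under 0.05, while the median log2 fold change went from 0.04 to 0.17. In that setting 0 genes of the Ribosome, P450 and other amino acid sets were called between these control diets.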

The effects of casein and soy restriction on the Arginine Proline Metabolism gene set were similar to their effects on the Ribosome and Drug Metabolism pathways in the sense that differential expression of genes within the Arginine Proline gene set was not detected between the 20% Cas and 20% Soy + SAA control groups.

However, restriction of each protein source produced a similar degree of enrichment of genes in this set that were downregulated by 5% Cas and 10% Soy (Figure S2A,B). 

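The Arginine Proline Metabolism set had enrichment scores of −0.412 after casein restriction (gene permutation adjusted p = 0.00035) and −0.300 after soy restriction (gene permutation adjusted p = 0.0025). The soy score was −0.226 and not called with log2 values. Mean expression per liver was −0.225 ± 0.035 (SD) on Cas-5% and 0.225 ± 0.066 on Cas-20%, with 6 of 6 Cas-5% livers below all controls (exact permutation test, p = 0.0022). It changed by −0.139 log2 units on Soy-10%, in 5 of 6 livers (exact permutation test, p = 0.0043, adjusted p = 0.012). edgeR called 4 genes higher and 23 lower for casein and 5 higher and 17 lower for soy (6, 23, 5 and 18 adjusted over the list alone). For the difference between the sources it called 0 positive and 12 negative (0 and 19 adjusted over the list alone), and the camera p was 6.9e-06. *Oat* (chromosome 7, 132557478 to 132576398) fell from 8498 ± 2057 (SD) to 1530 ± 173 normalized counts on Cas-5% (edgeR adjusted p = 7e-09). *Gls2* fell by 1.86 on the log2 scale (edgeR adjusted p = 1.3e-08). *Ass1* (chromosome 2, 31470207 to 31520672) fell by 2.39 after casein and by 0.88 after soy restriction (edgeR adjusted p = 3.8e-08 and 0.00033). *Prodh* and *Aldh1b1* fell by 0.94 and 1.62 after soy restriction (edgeR adjusted p = 0.00033 and 0.0007).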

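Enrichment of the 8 amino acid sets was tested in livers of both restriction comparisons. After casein restriction 8 of 8 were called lower at a gene permutation adjusted p of 0.05 or less. After soy restriction 4 were called lower, namely Arginine Proline, Alanine Aspartate Glutamate, Glycine Serine Threonine and Valine Isoleucine Leucine. The number of calls for soy was 2 with the weighted running sum, 0 with log2 values and 6 with edgeR's ranking. With camera and an estimated inter-gene correlation it was 0 for soy and 6 for casein.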

Significant gene set enrichment was also detected for seven other amino acid metabolism pathways when casein or soy protein were restricted, but there were subtle but significant differences in the way the gene sets were affected by the two protein sources. For example, with the Alanine Aspartate Glutamate Metabolism pathway, the gene set enrichment score indicated that a subset of genes in this pathway were expressed at higher levels in the 20% Cas compared to 20% Soy + SAA controls. Thus, although restriction of casein or soy produced comparable gene set enrichment of genes downregulated by restriction of each protein compared to controls (Figure S3A,B), the 5% Cas diet produced a stronger downregulation of this gene set. In contrast, the Tyrosine Metabolism, Hisitidine Metabolism, and Glycine Serine Threonine Metabolism gene sets were expressed at comparable levels between the 20% Cas and 20% Soy + SAA control groups. However, the enrichment scores for genes downregulated by protein restriction within each pathway indicated that casein restriction produced a significantly stronger downregulation of these gene sets than soy restriction for all three pathways (Figures S4A,B, S5A,B and S6A,B). It is also worth noting that soy protein restriction produced a slightly larger upregulation of a small subset of genes in each pathway compared to casein restriction (Figures S4A,B, S5A,B and S6A,B). 

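The enrichment score of the Alanine Aspartate Glutamate set in this comparison was 0.238 (gene permutation adjusted p = 0.27), and 0.411 with a call when genes were ranked with the GC covariate. Mean expression of the set was 0.092 ± 0.118 (SD) on Cas-20% and −0.092 ± 0.062 on Soy-20% + SAA, with 5 of 6 Cas-20% livers above all Soy-20% + SAA livers (exact permutation test, p = 0.0043, adjusted p = 0.014). edgeR called 3 genes higher and 0 lower on Cas-20% (6 and 0 adjusted over the list alone).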

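For this set the enrichment score was −0.480 after casein restriction (gene permutation adjusted p = 0.00035) and −0.368 after soy restriction (gene permutation adjusted p = 0.0019). The soy score with log2 values was −0.270 and not called. Mean expression changed by −0.527 log2 units on Cas-5%, in 6 of 6 livers, and by −0.139 on Soy-10%, in 5 of 6 livers (exact permutation test, p = 0.0022 and 0.0043). With Soy-20% as the control the soy change was −0.073 and not called. edgeR called 1 of 28 genes higher and 17 lower for casein and 1 higher and 13 lower for soy (3, 17, 2 and 14 adjusted over the list alone). The difference between the sources had 0 positive and 11 negative genes (0 and 16 adjusted over the list alone) and a camera p of 1.6e-06. *Agxt* (chromosome 1, 93135240 to 93145421) fell from 1276 ± 164 (SD) to 315 ± 17.5 normalized counts on Cas-5% (edgeR adjusted p = 2.6e-10), and *Abat* fell by 1.70 on the log2 scale (edgeR adjusted p = 1e-08). *Agxt2* fell by 0.97 after casein and by 0.70 after soy restriction (edgeR adjusted p = 1.1e-07 and 0.00033). Against Soy-20% it fell by 0.27 and was not called.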

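Between Cas-20% and Soy-20% + SAA the enrichment scores were −0.166 for Tyrosine, 0.117 for Histidine and 0.186 for Glycine Serine Threonine (gene permutation adjusted p = 0.84, 0.94 and 0.47). Mean expression differed by 0.091, 0.063 and 0.191 log2 units (exact permutation test, p = 0.08, 0.31 and 0.0022). For Glycine Serine Threonine the adjusted p was 0.011, with 6 of 6 Cas-20% livers above all Soy-20% + SAA livers. edgeR called 1 gene of each set higher on Cas-20% and 0 lower (2, 3 and 4 higher adjusted over the list alone).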

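After casein restriction the Tyrosine, Histidine and Glycine Serine Threonine sets scored −0.415, −0.443 and −0.483 (gene permutation adjusted p = 0.0043, 0.002 and 0.00035). After soy restriction they scored −0.256, −0.272 and −0.272 (gene permutation adjusted p = 0.17, 0.14 and 0.029). The Tyrosine score was called for soy with the GC covariate (−0.330) and the Histidine score with Soy-20% as the control (−0.372), and the Glycine Serine Threonine score was not called with log2 values (−0.218). Mean expression changed by −0.576, −0.469 and −0.289 log2 units on Cas-5%, each in 6 of 6 livers (exact permutation test, p = 0.0022). On Soy-10% it changed by −0.215, −0.133 and 0.015 (exact permutation test, p = 0.0022, 0.022 and 0.74, adjusted p = 0.011, 0.043 and 0.87), with 6 and 4 of 6 livers below all controls for Tyrosine and Histidine. The Histidine fall was not called with most single livers left out, and the Glycine Serine Threonine value was −0.066 with Soy-20% as the control and −0.015 without Soy-20% + SAA liver 4.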

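The difference between the sources had camera p-values of 0.0046 for Tyrosine, 0.00013 for Histidine and 1.6e-06 for Glycine Serine Threonine. edgeR called 0 positive and 6, 7 and 10 negative genes (6, 9 and 17 adjusted over the list alone, with 2 positive for the last set). *Got1* and *Hpd* fell by 2.02 and 1.07 on the log2 scale after casein restriction (edgeR adjusted p = 2e-07 and 1.3e-06). *Hgd* fell by 0.58 after soy restriction (edgeR adjusted p = 0.0023), called neither with the GC covariate nor with Soy-20% as the control. *Uroc1* fell by 1.18 after casein restriction and *Ftcd* by 0.85 after soy restriction (edgeR adjusted p = 6.8e-08 and 0.00035). *Aldh7a1* fell by 0.79 and 0.42 and *Gnmt* by 1.68 and 0.75 after casein and soy restriction. *Bhmt* (chromosome 13, 93616675 to 93637961) fell from 12716 ± 4306 (SD) to 3769 ± 431 normalized counts after soy restriction, and by 2.69 on the log2 scale after casein restriction (edgeR adjusted p = 0.0002 and 1.1e-07).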

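After casein restriction edgeR called 2 Tyrosine, 1 Histidine and 5 Glycine Serine Threonine genes higher, and after soy restriction 2, 3 and 6 (3, 1, 5, 3, 4 and 6 adjusted over the list alone). Against these, 10, 11 and 19 genes were lower for casein and 7, 6 and 12 for soy (10, 11, 21, 9, 8 and 13 adjusted over the list alone).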

The effects of protein restriction on the Cysteine Methionine Metabolism pathway were unique in that a notable subset of genes within this pathway were expressed at higher levels in the 20% Cas compared to the 20% Soy + SAA group (data not shown). This difference in starting points resulted in casein restriction producing a stronger downregulation of a subset of genes compared to soy restriction, and a stronger upregulation of a small subset of pathway genes by soy restriction compared to casein restriction (Figure S7A,B). 

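In the livers of these diets the Cysteine Methionine set scored 0.129 (gene permutation adjusted p = 0.84). Mean expression was 0.102 ± 0.106 (SD) on Cas-20% and −0.102 ± 0.084 on Soy-20% + SAA, with 5 of 6 Cas-20% livers above all Soy-20% + SAA livers (exact permutation test, p = 0.0043, adjusted p = 0.014). edgeR called 2 genes higher and 0 lower on Cas-20% (5 and 0 adjusted over the list alone).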

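The Cysteine Methionine set scored −0.265 after casein restriction (gene permutation adjusted p = 0.034) and −0.223 after soy restriction (gene permutation adjusted p = 0.14). The casein score was not called with log2 values (−0.224), with edgeR's ranking (−0.252) or without any one of 4 livers, the lowest in size being −0.236 without Cas-20% liver 2. The soy score was called with the GC covariate (−0.273). Mean expression changed by −0.364 log2 units on Cas-5%, in 6 of 6 livers (exact permutation test, p = 0.0022), and by −0.067 on Soy-10% (exact permutation test, p = 0.11, adjusted p = 0.2). The soy change was called without Soy-20% + SAA liver 4 (−0.091) and with Soy-20% as the control (−0.113). The camera p for the difference between the sources was 0.084, and 0.0062 with Soy-20% as the control. edgeR called 2 of 29 genes higher and 11 lower for casein, and 3 higher and 5 lower for soy (2, 11, 3 and 6 adjusted over the list alone). For the difference it called 0 positive and 7 negative genes. *Sds* fell by 2.06 on the log2 scale after casein restriction (edgeR adjusted p = 5.9e-06). After soy restriction *Mpst* fell by 0.65 and *Amd1*, which has a near copy in the genome, rose by 0.52 (edgeR adjusted p = 0.0011 and 0.0037), neither called with Soy-20% as the control.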

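The Valine Isoleucine Leucine Degradation and Tryptophan Metabolism sets scored −0.442 and −0.431 after casein restriction (gene permutation adjusted p = 0.00035 for both). After soy restriction they scored −0.243 and −0.205 (gene permutation adjusted p = 0.02 and 0.18). The first soy score was not called with the weighted running sum (−0.370), with log2 values (−0.165), with Soy-20% as the control (−0.219), with the GC covariate (−0.211) or without Soy-20% + SAA liver 5 (−0.220). The second was called with edgeR's ranking (−0.316). Mean expression changed by −0.372 and −0.393 log2 units on Cas-5%, each in 6 of 6 livers (exact permutation test, p = 0.0022). On Soy-10% it changed by −0.030 and −0.004 (exact permutation test, p = 0.54 and 0.87), the latter reversing to 0.007 without Soy-20% + SAA liver 1. Between Cas-20% and Soy-20% + SAA it differed by 0.088 and 0.145 (exact permutation test, p = 0.12 and 0.0022, adjusted p = 0.22 and 0.011). edgeR called 2 and 4 genes higher and 22 and 17 lower for casein, and 6 and 6 higher and 16 and 9 lower for soy. Adjusted over the list alone these were 3 and 5 higher and 26 and 17 lower for casein, and 6 and 7 higher and 20 and 13 lower for soy. Camera gave p-values of 7.8e-07 and 3e-06 for the difference between the sources, with 2 and 2 positive and 14 and 12 negative genes. *Hsd17b10* (chromosome X, 152001845 to 152004442) fell by 1.27 and 0.71 on the log2 scale after casein and soy restriction (edgeR adjusted p = 8.4e-08 and 0.00078). *Inmt* (chromosome 6, 55170626 to 55175043) and *Haao* fell by 1.20 and 0.93 after casein restriction (edgeR adjusted p = 8.3e-08 and 5.3e-07).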

Lastly, the effects of protein restriction on the Valine Isoleucine Leucine Degradation and Trytophan Metabolism pathways were similar and based on a significantly stronger downregulation of a large subset of genes in both pathways by casein restriction compared to soy restriction (Figure S8A,B and S9A,B). Collectively, these findings make a compelling case that implementation of protein restriction using diets formulated from different protein sources can have both differential and common effects across multiple pathways involved in hepatic amino acid metabolism. 

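Of the 10 sets at these claims, 9 differed between the sources at a camera adjusted p of 0.05 or less, the Cysteine Methionine set being the exception. The Ribosome set was the only one higher for casein, with a camera p of 1.8e-09, and the 8 others were lower. With an estimated inter-gene correlation 6 remained, namely Arginine Proline, Alanine Aspartate Glutamate, Histidine, Glycine Serine Threonine, Valine Isoleucine Leucine and Tryptophan, while fry called all 10. All 10 were called with Soy-20% as the soy control. When livers were reassigned at random between the sources, 9 or more sets were called in 8 of 100 splits. For Ribosome a camera p as small as 1.8e-09 came out in 15 of 100 splits, whose median p was 0.00014. For the other sets a p as small as the real one came out in 3 to 14 splits. Chance is thus not excluded for the number of sets or for any single set. From enrichment in each comparison and in the control diets, the paper reasons that restricting protein from different sources can act on pathways of hepatic amino acid metabolism in both shared and distinct ways.

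**Figure D5:**
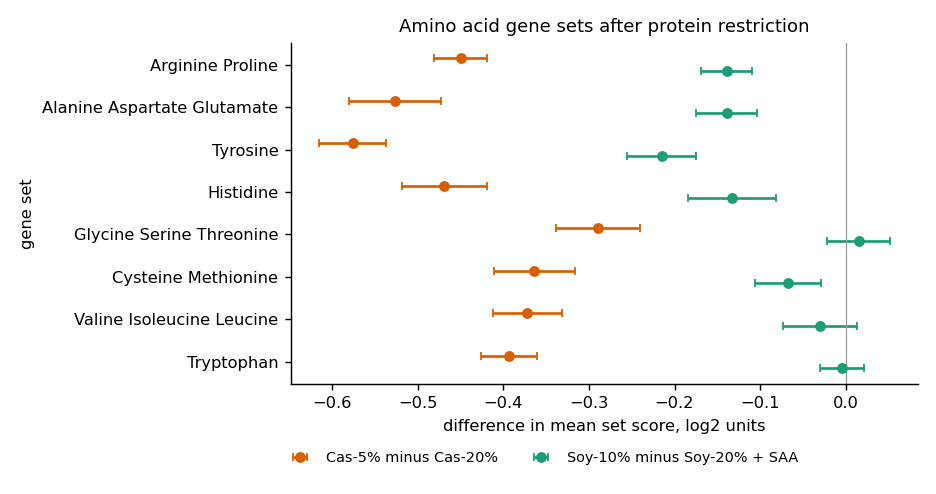
Difference in mean expression of each amino acid gene set between restricted and control livers, in log2 units, with its standard error. Casein compares Cas-5% with Cas-20% and soy compares Soy-10% with Soy-20% + SAA, 6 livers per diet.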

Paradoxically, these findings also show that despite these differences, comparable degrees of sulfur amino acid restriction using different protein sources can produce a number of common beneficial biologic effects bridging multiple physiological, biochemical, and metabolic pathways. We conclude that methionine restriction can be implemented using dietary restriction of different sources of protein.

## 4. Discussion

Dietary protein restriction and dietary methionine restriction produce a comparable set of behavioral, physiological, biochemical, and transcriptional effects in the weeks and months after their introduction [11,12,13,17,29,30,31,32]. Both experimental diets increase food and water intake, increase EE, limit fat deposition, increase hepatic transcription and release of FGF21, decrease the capacity of the liver to conduct *de novo* lipogenesis, decrease hepatic and circulating lipid levels, increase tissue-specific and overall insulin sensitivity, and remodel white and brown adipose tissue to more thermogenically active states (for reviews see [2,4]). The cumulative effect of these responses is to improve metabolic health, enhance healthy aging and ultimately to increase longevity of the animal [32,33,34,35,36]. In mice, the prototypical model of protein restriction involves restriction of casein from 20% to 5%, effectively reducing dietary sulfur amino acid concentrations from 0.57% methionine and 0.14% cystine to 0.125% methionine and 0.035% cystine. However, implementation of casein protein restriction typically involves supplementing the 5% casein diet with 0.075% cystine, bringing the final sulfur amino acid concentration to 0.235% [11]. In the most widely used implementation of dietary methionine restriction, the control and methionine-restricted diets are formulated from elemental amino acids to contain 0.86% methionine in the control diet and 0.17% methionine in the methionine-restricted diet [37,38]. Cystine is not included in either diet, forcing the animal to use dietary methionine and catabolism of tissue proteins to obtain sufficient cysteine for synthesis of taurine and glutathione [39]. Given that casein restriction to 5% faithfully reproduces the full metabolic profile of dietary methionine restriction and restricts sulfur amino acids to a similar extent, it seems likely that dietary casein restriction is producing some if not all of its biological effects by limiting dietary methionine intake. If this hypothesis is correct, one should be able to reproduce the biological effects of casein restriction using a different protein source by carefully formulating control and experimental diets to match the sulfur amino acid concentrations to the 20% and 5% casein diets. Using these parameters, Research Diets, Inc. created two 20% soy control diets, one with no added methionine or cystine and a second with methionine and cystine added to match the concentrations of methionine and cystine present in the 20% casein control diet. Additionally, by restricting soy to 10%, the final concentrations of methionine and cystine were closely matched to the concentrations of methionine and cystine in the 5% casein diet.

The physiological, endocrine, and molecular responses to the five diets are summarized in Figure 1 and Figure 2, and reveal several unanticipated findings. First, both soy control diets (e.g., 20% Soy and 20% Soy + SAA) supported a faster rate of growth and fat deposition than the 20% Casein control diet (Figure 1C,G). The reason for these differences is unclear, although a previous short-term study also observed faster growth in mice fed a soy-based compared to casein-based diet [40]. In an experiment of similar design, Zeng et al. detected a small, but significantly higher rate of food intake of a soy-based control diet compared to the casein diet, but detected no effect on body weight [41]. In the present work, food intake did not differ between the 20% casein and 20% soy diets (Figure 2A). Second, in all other respects, the responses to the two soy control diets were quite similar to the responses observed in the 20% Casein control group (Figure 2A–H). Third, when the differences in growth between the soy control groups and casein control group were accounted for, the body weight and fat deposition responses to restriction of casein or soy were essentially the same (Figure 1D,H). Fourth, the soy-restricted diet produced a significant increase in food intake (Figure 2A), water intake (Figure 2B), EE (Figure 2D,E), and serum FGF21 (Figure 2F), but in each case the magnitude of the effects was slightly but significantly less robust than the effects produced by casein restriction (Figure 2A,C–F). The larger effect on EE by casein restriction may be linked to the larger increase in serum FGF21 produced by casein compared to soy. However, restriction of the two proteins produced a comparable increase in hepatic *Fgf21* mRNA (Figure 2F), four other hepatic target genes (Figure 2G), and two of four genes in inguinal WAT (Figure 2H). Even′s lab reported many of the same effects in female Balb/c mice fed casein- and soy-restricted diets [42,43], but neither of their 6% low protein diets had any effect on body weight or adiposity [42,43]. This differs from the present findings and their findings may be due to their use of female mice. Direct comparisons of the effects of methionine restriction in male and female mice showed that young females on the MR diet preserved adipose tissue at the expense of lean, whereas male mice preserve lean mass at the expense of fat [21]. Blais et al. did observe a decrease in lean body mass of their protein-restricted female mice studied at 22 °C [42]. Viewed collectively, the overall similarity in responses produced by casein and soy restriction observed here argue that the equivalent degrees of sulfur amino acid restriction produced by the diets is an important determinant of these comparable biological effects.

A more comprehensive evaluation of the transcriptional impact of protein restriction using casein versus soy was obtained using high content analysis of the hepatic transcriptome. Using Ingenuity Pathway Analysis, the top 25 canonical pathways and upstream regulators/transcription factors were identified as being activated or inhibited by restriction of casein or soy relative to their corresponding control groups. The algorithm predicts activation or inhibition of canonical pathways or upstream regulators based on observed patterns of change in genes known to be components of those pathways. It is interesting that transcriptional programs regulated by methionine restriction in multiple tissues [17,44,45,46], are also regulated by protein restriction in the current study. These findings support the view that hepatic methionine sensing plays an important role as a mediating mechanism of the observed transcriptional responses to protein restriction. However, ~30% of the canonical pathways were also differentially regulated by casein compared to soy restriction (Figure 3A). This finding argues that unique differences between the two proteins are being sensed and produce opposite effects in these pathways. Dietary soy has long been recognized as producing beneficial metabolic responses that were independent of any effect of the protein on body size or composition. For example, in short-term studies with casein-based and soy-based control diets in Wistar or Sprague Dawley rats, the soy-based diet reduced hepatic expression of lipid synthesis genes, liver and circulating triglycerides, and fasting insulin [47,48]. Additionally, in long term studies comparing the two diets, insulin-dependent glucose disposal rates were increased in the soy-fed Wistar rats [48]. Some of these protein-specific responses may also be strain-specific, as shown in longevity studies where Fisher 344 rats consuming casein diets died earlier and at significantly higher rates from chronic nephropathy than rats on the soy-based diet [49]. Rats on the soy-based diets were mostly unaffected by this single cause of death [49]. Considered together, these studies show that even matched casein and soy diets can produce notably different metabolic responses. However, in the present work the two forms of protein restriction produced a large number of highly comparable transcriptional responses in the liver. For example, comparison of the activated and inhibited upstream regulators supports the view that casein and soy restriction produced comparable signaling inputs to a large number of molecules that regulate transcriptional programs in the liver (Figure 3B). 

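Lists of ATF4 target genes and of lipogenic targets of SREBF1 were tested in place of Ingenuity's upstream regulators. ATF4 targets rose by 1.061 log2 units in mean expression on Cas-5% and by 0.593 on Soy-10%, each in 6 of 6 livers (exact permutation test, p = 0.0022). Their enrichment scores were 0.501 and 0.309 (gene permutation adjusted p = 0.00035 and 0.019), the soy score being 0.264 and not called for genes with at least 10 counts in every liver. edgeR called 17 higher and 3 lower for casein and 9 higher and 3 lower for soy (18, 3, 11 and 3 adjusted over the list alone). For the difference between the sources it called 5 positive and 2 negative (11 and 2 adjusted over the list alone). SREBF1 targets changed by −1.245 on Cas-5% in 6 of 6 livers and by −0.935 on Soy-10% in 5 of 6 (exact permutation test, p = 0.0022 and 0.0043). The soy change was −0.650 and not called with Soy-20% as the control. edgeR called 0 higher and 13 lower for casein and 0 higher and 14 lower for soy (14 and 14 lower adjusted over the list alone), and for soy 3 with the GC covariate and 1 with Soy-20% as the control. In these settings 12 and 14 genes had an unadjusted p under 0.05. The soy median log2 fold change was −0.86 and −0.83 in them, against −0.92. For the difference edgeR called 0 positive and 1 negative.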

Figure 3B shows that the directionality of the effects of casein restriction and soy restriction were similar in all cases, differing only in the degree of activation or inhibition.

Gene set enrichment analysis was also employed to look for common or differential effects of the two types of protein restriction on hepatic gene sets. The Ribosome pathway, indicative of changes in RNA biology associated with protein translation, was the highest scoring pathway for both casein restriction and soy restriction. 

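By the size of the unweighted enrichment score, 4 other lists ranked above the Ribosome set in one or both sources. These were SREBF1 targets (−0.717 for casein and −0.748 for soy), cholesterol biosynthesis (−0.663 and −0.662), red blood cell markers (−0.865 and 0.470, the latter with a gene permutation adjusted p of 0.19) and, for soy, circadian clock genes (−0.407). Scaled by the scores of permuted gene sets of the same size, the Ribosome set was first, at 6.491 and 4.207. The lists stand in for KEGG's sets, of which most were not analysed here.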

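The difference between the casein and soy effects on Ribosome genes was tested in the 24 livers. Its median over 81 genes was 0.19 on the log2 scale, with 11 genes called positive by edgeR and 0 negative (29 and 0 adjusted over the list alone). With the GC covariate the median was 0.16 and 1 gene was called, with 19 at an unadjusted p under 0.05. With Soy-20% as the soy control these values were 0.20, 9 and 37. The camera p was 0.14 with an estimated inter-gene correlation, and the p from fry was 0.015.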

The enrichment plots (Figure 4A,B) and corresponding heat maps make a compelling case that casein and soy restriction were producing comparable transcriptional effects on RNA biology in the liver. This conclusion is supported by the strong, comparable activation of eIF2 signaling (see Figure 3A) that is known to be activated by essential amino acid restriction [20,23]. Perhaps the largest overall impact of restriction of the two proteins was on hepatic amino acid metabolism, as significant enrichment was detected in the Arginine Proline metabolism pathway, the Alanine Aspartate metabolism pathway, the Tyrosine metabolism pathway, the Histidine metabolism pathway, the Glycine Serine Threonine metabolism pathway, the Cysteine Methionine metabolism pathway, the Valine Isoleucine Leucine degradation pathway, and the Tryptophan metabolism pathway. These differences may be reflective of the differences in methionine, cysteine, alanine, aspartate, and glutamate content of the two proteins, while most other amino acids are similar between casein and soy (Table S1). It seems probable that these differences are reflective of the previously unrecognized complexity of the liver′s responses to restriction of proteins with differing amino acid composition. However, despite the complexity of the differing responses to restriction of casein versus restriction of soy in terms of amino acid metabolism pathways (Figures S2–S9), the physiological and metabolic responses to casein restriction and soy restriction are mostly comparable and seemingly unaffected by these differences.

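Counting sets by their mean expression in each liver, 9 of the 10 sets at these claims differed after casein restriction at an exact permutation adjusted p of 0.05 or less, all but the P450 set. After soy restriction 6 differed, namely Ribosome, P450, Arginine Proline, Alanine Aspartate Glutamate, Tyrosine and Histidine, and 5 did with Soy-20% as the control. Leaving out single livers gave 5 in 9 of 12 cases and 7 without Soy-20% + SAA liver 4. Between Cas-20% and Soy-20% + SAA 5 differed, and between Soy-20% and Soy-20% + SAA 0, where Tryptophan and P450 had an unadjusted p under 0.05.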

An important implication of the present work is that it supports the feasibility of deriving the therapeutic benefits of dietary methionine restriction by restricting protein intake in conjunction with a careful accounting of methionine content of the various proteins that make up the diet. The most straightforward way to restrict methionine is to formulate amino acid-based diets that reduce the methionine content to ~0.17% and eliminate cystine. This is the approach used in pre-clinical studies of methionine restriction and rodents readily adapt to consumption of these diets. However, this approach works poorly in humans because of poor tolerance of the bitter, metallic taste of elemental amino acids. The medical food, Hominex^®^-2 is a methionine free mixture of essential amino acids that was developed to provide nutritional support to patients with pyridoxine-insensitive hypercystinuria or hypermethionemia [50]. Although Hominex-2 was moderately effective in increasing fat oxidation and reducing hepatic lipid content in patients with metabolic syndrome, the high withdrawal rates from the study and subsequent feedback made it clear that poor palatability was a significant drawback [51]. A second major drawback to the use of Hominex-2 is that it contains significant amounts of cystine, which effectively spares methionine and lessens the severity of the methionine restriction [39]. As shown by several authors, the addition of even small amounts of cystine to methionine-restricted diets effectively reverses the metabolic effects of methionine restriction [52,53,54]. For example, in work using diets containing 0.17% methionine, the addition of 0.2% cystine completely reversed the ability of the 0.17% methionine diet to increase EE and reduce fat mass [54]. Therefore, a critical question to be answered is how much dietary cystine can be present for a given amount of methionine restriction and still preserve the effects of the methionine restriction alone. In earlier work, the upper threshold of methionine restriction was ~0.25% methionine when no cystine was present in the diet [8]. In the current work, the sum of methionine and cystine together in the two protein-restricted diets was in the range of 0.24% to 0.26%. Together these findings and the present work illustrate that careful attention to the total amount of methionine and cystine will be needed to successfully implement a protein-restricted diet that produces therapeutically effective reductions in sulfur amino acids.

Lastly, an alternative approach to dietary methionine restriction was recently described which reduced the methionine and cystine content of casein by targeted, oxidative deletion of the sulfur amino acids in the intact protein [19]. The advantage of this approach is that the sulfur amino acid-depleted casein maintains its palatability and can produce the metabolic benefits of protein restriction without reducing overall protein content of the diet. Proof of concept studies comparing methionine-depleted casein-based diets to elemental amino acid-based methionine restricted diets established the feasibility of this approach and showed that the beneficial metabolic effects of methionine restriction were reproduced by the oxidized casein-based MR diets [19]. It will be interesting in future studies to determine whether combinations of mild protein restriction coupled with targeted methionine depletion of the proteins to be restricted can be implemented to produce therapeutically effective diets for the treatment of obesity and metabolic disease.

## 5. Conclusions

The present work establishes that restriction of dietary soy protein content from 20% to 10% is able to fully recapitulate the biological effects of restriction of dietary casein from 20% to 5%, and that the efficacy of both protein-restricted diets is linked to their comparable restriction of dietary sulfur amino acids. These findings support the feasibility of using different protein sources to formulate therapeutically effective protein-restricted diets that limit methionine and cysteine intake to levels that reproduce the biological effects of dietary methionine restriction.

## Figures and Tables

**Figure 1:**
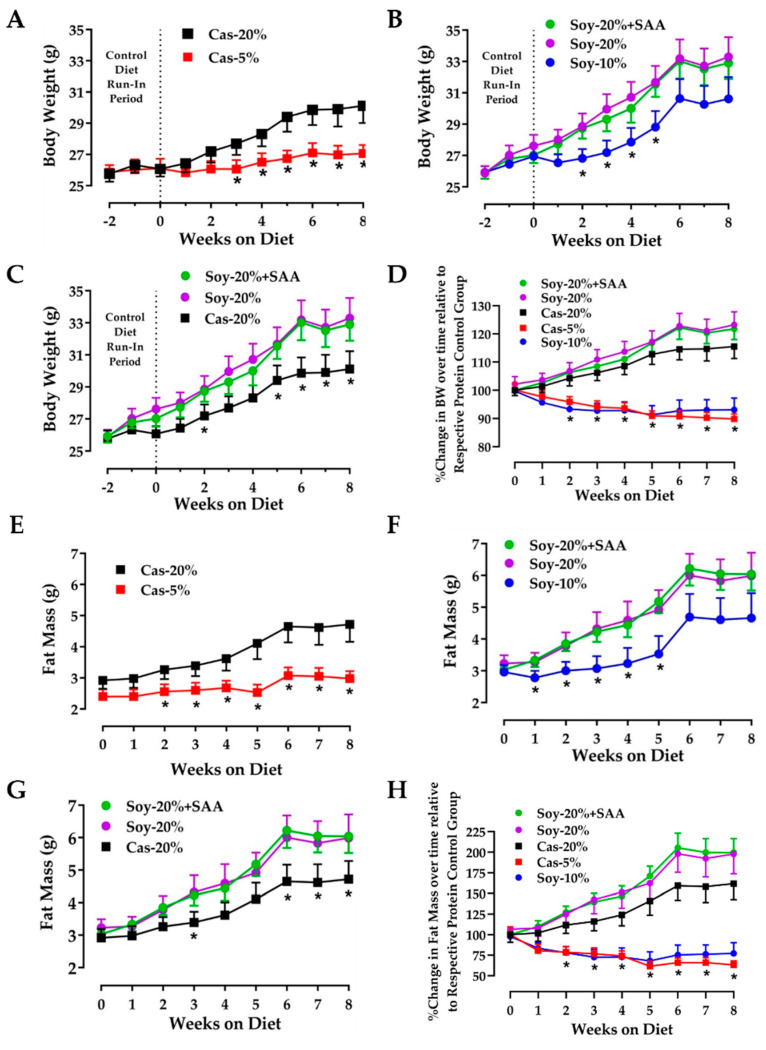
Impact of protein restriction on body weight (**A**–**D**) and fat mass (**E**–**H**) in mice fed control or protein-restricted diets for 8 weeks beginning at 12 weeks of age. Cas-20% served as the control group for casein protein restriction and Soy-20% and Soy-20% + SAA served as control groups for soy protein restriction. Dietary composition of the respective diets is described in Materials and Methods. Body weight and composition were measured weekly for the entire study. In Figure 1D,H, the changes in body weight (Figure 1D) and fat mass (Figure 1H) were expressed as percent change in the respective variable relative to the body weight and fat mass at zero time. The change in body weight and fat mass over time were analyzed using a repeated measures one-way ANOVA as described in the Materials and Methods, and means from protein-restricted groups annotated with an ‘asterisk” differ from their respective control groups at *p* < 0.05. Data in each figure panel are presented as the mean ± SEM, *n* = 9–10.

**Figure 2:**
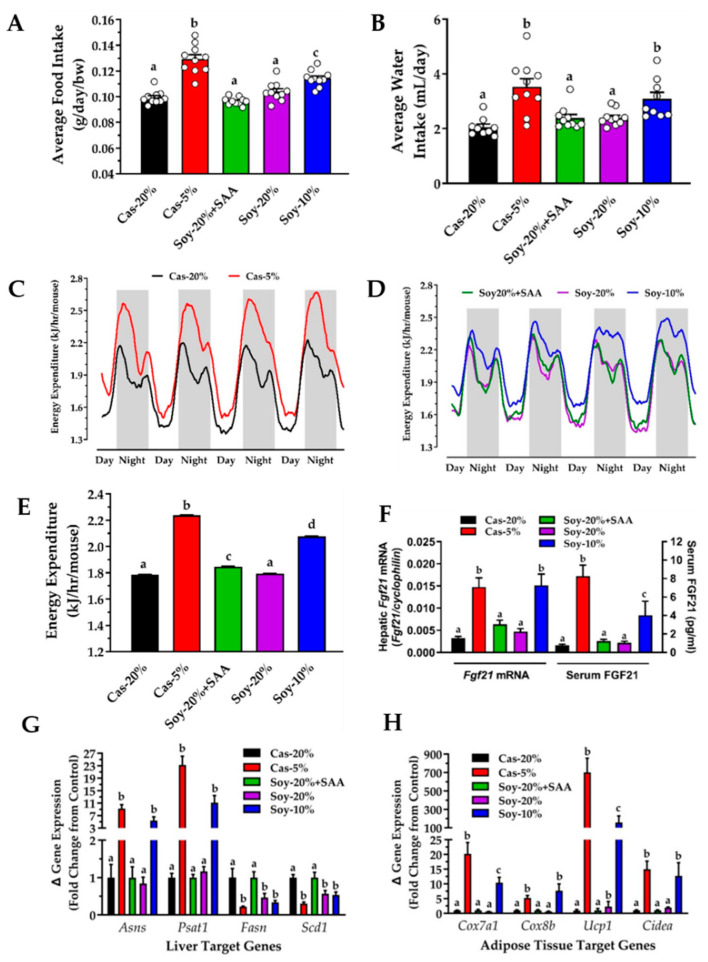
Assessment of impact of protein restriction on average food intake (**A**), average water intake (**B**), 96 h continuous energy expenditure in casein groups (**C**) and soy groups (**D**), average energy expenditure for all groups (**E**), *Fgf21* mRNA and serum FGF21 (**F**), liver target genes (**G**), and inguinal white adipose tissue target genes (**H**). Food intake and water intake were measured at weekly intervals, and average food intake was expressed per unit body weight. The means of food intake and water intake were averaged over the entire study. Energy expenditure was measured continuously for 4 days after a 3-day equilibration period and calculated by ANCOVA as described in Materials and Methods. Serum and liver collected at end of study was used to measure FGF21 and target gene mRNA levels. Inguinal WAT collected at the same time was used to measure target gene mRNA levels. The respective end points were analyzed by one-way ANOVA and means annotated with different letters differ at *p* < 0.05. Data in each figure panel are presented as the mean ± SEM, *n* = 9–10.

**Figure 3:**
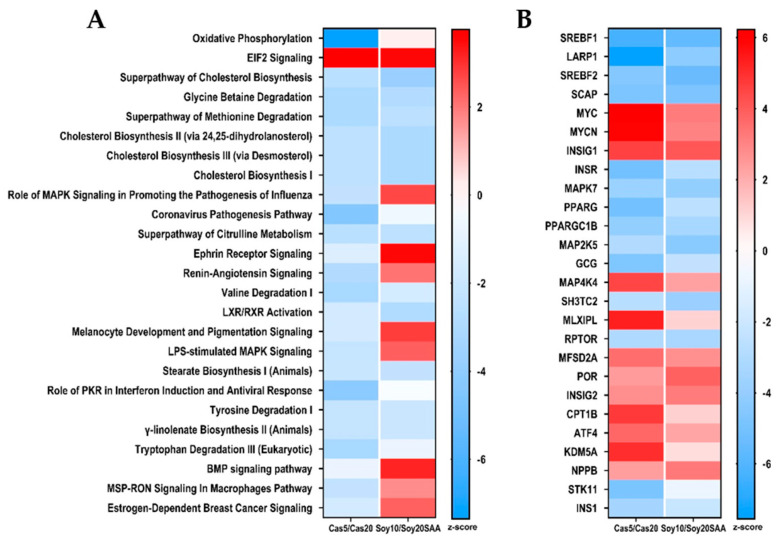
Bioinformatics analysis of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). Canonical pathway analysis (**A**) and upstream regulator analysis (**B**) were conducted as described in the Materials and Methods. Pathway analysis was conducted using livers from 6 mice of each diet and utilized to identify putative gene regulators responsible for the observed transcriptional patterns produced by the respective protein-restricted diets. Upstream regulators and canonical pathways with an activation z-score ≥ 2 or ≤ −2 were considered to be activated (red) or inhibited (blue), respectively. Heat maps were used to visualize the top 25 canonical pathways and upstream regulators that were differentially affected by the MR diet in the two genotypes.

**Figure 4:**
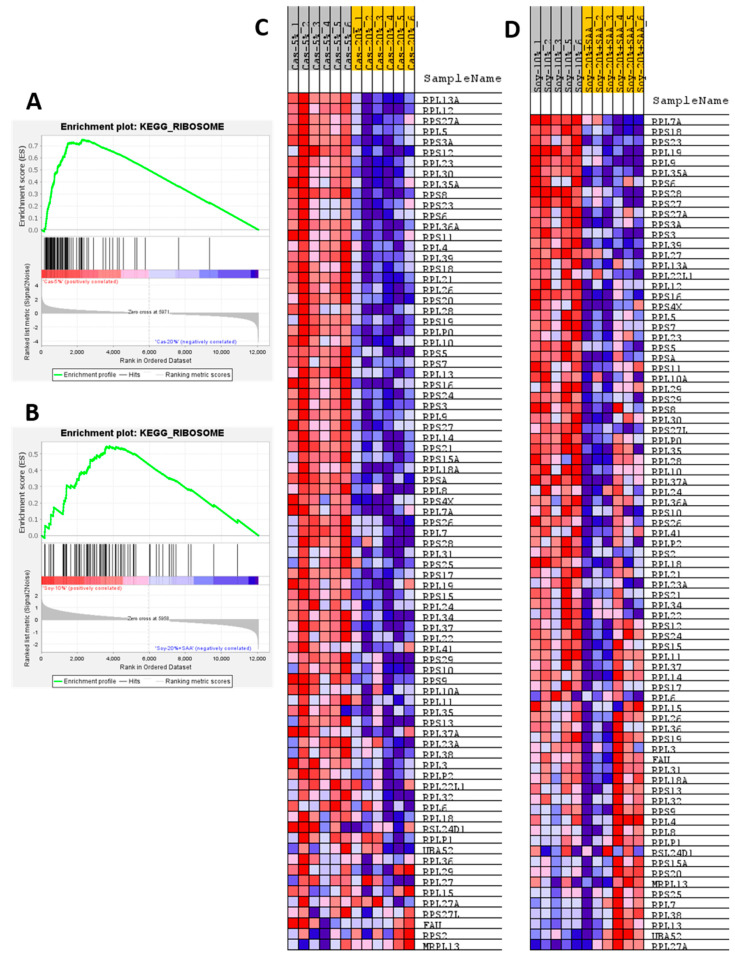
Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Ribosome gene set for the Cas-5% to Cas-20% (**A**,**C**) and Soy-10% to Soy-20% + SAA comparisons (**B**,**D**). Enrichment was computed as described in the Material and Methods and enrichment plots were generated to visualize the individual contributions of pathway genes to pathway enrichment. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)].

**Figure 5:**
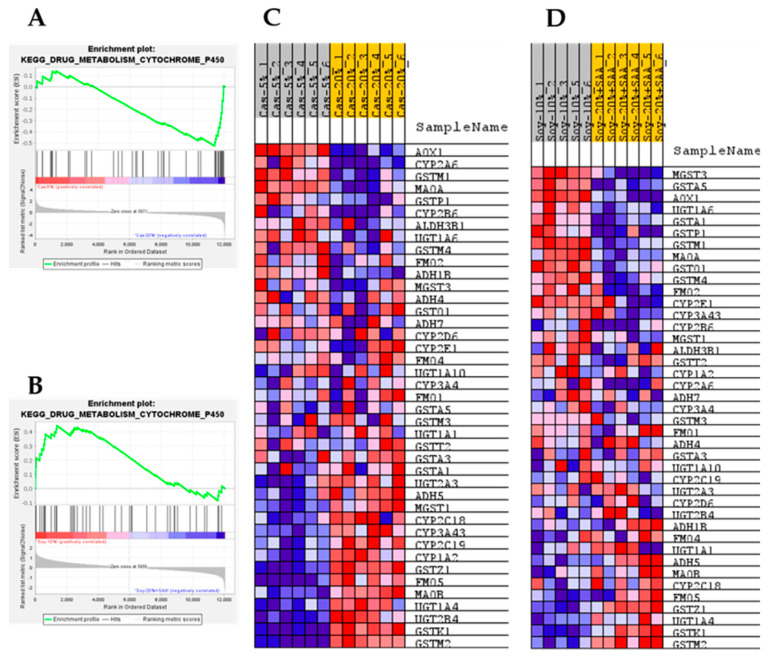
Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the KEGG Drug Metabolism Cytochrome P450 gene set for the Cas-5% to Cas-20% (**A**,**C**) and Soy-10% to Soy-20% + SAA comparisons (**B**,**D**). Enrichment was computed as described in the Material and Methods, and enrichment plots were generated to visualize the individual contributions of pathway genes to pathway enrichment. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)].

**Table 1:** Composition of Control and Protein-restricted diets formulated from casein or soy protein isolates to produce matching concentrations of methionine and cystine in both casein-based and soy-based control and protein-restricted diets.

	Cas-20%	Cas-5%	Soy-20% ^1^	Soy-20% + SAA	Soy-10%
Casein or soy protein, g	200	50	200	200	115
Grams of added Met	0	0	0	3.53 ^2^	0
Final [Met], gm per 100 g diet	0.57	0.14	0.22	0.57	0.13
Grams of added Cys	3.00 ^3^	0.75 ^4^	0	1.91 ^5^	0
Final [Cys], gm per 100 g diet	0.41	0.10	0.22	0.40	0.13
Corn Starch, g	376	485	376	370	426
Maltodextrin 10, g	125	150	125	125	150
Sucrose, g	107	107	107	107	107
Cellulose, g	50	50	50	50	50
Soybean Oil, g	25	25	25	25	25
Lard, g	75	75	69.6	69.6	72.3
Mineral Mix S10022C, g	3.5	3.5	3.5	3.5	3.5
Calcium Carbonate, g	12.5	8.7	10.6	10.6	9.3
Calcium Phosphate, g	0	5.3	0	0	3.0
Potassium Citrate, 1 H_2_O, g	2.5	2.5	2.5	2.5	2.5
Potassium Phosphate, g	6.9	6.9	6.9	6.9	6.9
Sodium Chloride, g	2.6	2.6	2.6	2.6	2.6
Vitamin Mix V10037, g	10	10	10	10	10
Choline Bitartrate, g	2.5	2.5	2.5	2.5	2.5
**Total**	1001	985	991	991	986

^1^ The Soy-20% diet served as a negative control group with no added sulfur amino acids and only naturally occurring amounts of methionine and cystine in the diet. ^2^ 3.5 g of Methionine was added to each kg of the Soy-20% + SAA diet to bring the final methionine concentration to 0.57% to match the amount of methionine in the Cas-20% diet. ^3^ 3.0 g of Cystine was added to each kg of the Cas-20% diet to bring the final cystine concentration to 0.4% to match the amount of cystine in the Soy-20% + SAA diet. ^4^ 0.75 g of Cystine was added to each kg of the Cas-5% diet to bring the final cystine concentration to 0.1% to closely match the amount of cystine in the Soy-10% diet. ^5^ 1.91 g of Cystine was added to each kg of the Soy-20% + SAA diet to bring the final cystine concentration to 0.4% to match the amount of cystine in the Cas-20% diet.

## Data Availability

All data generated or analyzed during this study will be available from the lead contact upon request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13082609/s1, Figure S1: Gene Set Enrichment Analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The heat maps are shown for the top 50 up-regulated and down-regulated genes for the Cas-5% to Cas-20% (1A) and Soy-10% to Soy-20% + SAA comparisons (1B). The heat maps present the normalized enrichment scores for each mouse and the corresponding individual genes within the gene set [blue = downregulation, red = upregulation, (FDR > 0.1)], Figure S2: Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Arginine-Proline Metabolism gene set for the Cas-5% to Cas-20% (2A) and Soy-10% to Soy-20% + SAA comparisons (2B). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Ac-companying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)], Figure S3: Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Alanine-Aspartate-Glutamate Metabolism gene set for the Cas-5% to Cas-20% (3A) and Soy-10% to Soy-20% + SAA comparisons (3B). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)], Figure S4: Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Tyrosine Metabolism gene set for the Cas-5% to Cas-20% (4A) and Soy-10% to Soy-20% + SAA comparisons (4B). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)], Figure S5: Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Histidine Metabolism gene set for the Cas-5% to Cas-20% (5A) and Soy-10% to Soy-20% + SAA comparisons (5B). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)], Figure S6: Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Glycine-Serine-Threonine Metabolism gene set for the Cas-5% to Cas-20% (6A) and Soy-10% to Soy-20% + SAA comparisons (6B). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)], Figure S7: Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Cysteine-Methionine Metabolism gene set for the Cas-5% to Cas-20% (7A) and Soy-10% to Soy-20% + SAA comparisons (7B). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)], Figure S8: Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Valine-Isoleucine-Leucine Degradation gene set for the Cas-5% to Cas-20% (8A) and Soy-10% to Soy-20% + SAA comparisons (8B). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)], Figure S9: Gene set enrichment analysis (GSEA) of hepatic gene expression in mice fed sulfur amino acid-matched control diets formulated from casein (Cas-20%) or soy (Soy-20% + SAA), and sulfur amino acid-matched protein restricted diets formulated from casein (Cas-5%) or soy (Soy-10%). The enrichment plots and corresponding heat maps are shown for the top-scoring KEGG Tryptophan Metabolism gene set for the Cas-5% to Cas-20% (9A) and Soy-10% to Soy-20% + SAA comparisons (9B). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)], Table S1: Essential amino acid (EAA) and non-essential amino acid (NEAA) composition of the casein and soy proteins used to formulate the experimental diets, Table S2: Primer sequences used for real time qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

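Liver RNA from 30 male mice was analysed, 6 from each of the diets Cas-20%, Cas-5%, Soy-20%, Soy-20% + SAA and Soy-10%. Each mouse gave 1 library, so mice are the replicates. The authors made the libraries with the Lexogen QuantSeq 3′ FWD kit, sequenced them on a NextSeq 500 and processed the reads with the Bluebee QuantSeq pipeline 2.3.6. The read length is 75 bp in the paper and 50 bp in the sample labels. The aligner, the counting program and the release of the gene annotation are not stated.

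The first deposited table holds raw counts, which the authors made by assigning reads to genes in each library, without normalization. It has 14173 genes, each with a total of at least 90 over the 30 livers, a mean of 3.0 per liver, of which 12489 are protein coding. The second deposited table holds the same values as a normalized signal, which the authors made with DESeq2 by dividing the counts of each library by a size factor. Size factors recomputed by the median of ratios over 30 livers and all genes differed from those by at most 1.8e-15 of their value, and ran from 0.759 to 1.297. No scaling for gene length and no log transform had been applied. Of the gene identifiers, 14139 are in GENCODE M21 for GRCm38, and 12387 of 12455 coordinates in the table equal those of that release. Symbols lacking for 1718 genes were taken from it for 1684.

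Counts per library summed to between 7694015 and 14565542, with a median of 10803734. At the lowest expression kept, a mean of 3.0 counts per liver, sampling noise alone leaves a single value uncertain. Fold changes against a diet with 3 or fewer counts in each liver are given as lower bounds. Counts were simulated with the depth of these libraries and a dispersion set by formula, not estimated from them. With 200 genes changed, edgeR called 174 of them (87%) and 12 of the unchanged genes among 12022. DESeq2 called 175 and 18, and the difference of both effects was called for 109 (54.5%) with 6 others. With a simulated trend in 4 of 6 control libraries, edgeR called 139 changed genes and 563 unchanged ones, against 92 and 1 with the slope as a covariate. That trend was simulated as linear in the same slope, so it cannot tell how well the covariate removes the real one. Of 200 random gene sets, 8 had a gene permutation p under 0.05.

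Livers were grouped by diet as labelled. The comparisons were Cas-5% with Cas-20%, Soy-10% with Soy-20% + SAA, Cas-20% with Soy-20% + SAA, Soy-20% with Soy-20% + SAA, and the casein effect minus the soy effect in 24 livers. R 4.3.3 with edgeR 4.0.16 kept genes by filterByExpr, normalized with TMM and tested each gene with the quasi-likelihood F test and Benjamini-Hochberg adjustment at 0.05. The thresholds of the study, an absolute log2 fold change of 1 at an FDR of 0.05 and a fold change of 1.3 at an FDR of 0.3, were applied to the same test. Camera and fry of limma 3.58.1 were run on voom values, camera with an inter-gene correlation of 0.01. DESeq2 1.42.0 was an alternative. Enrichment scores were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 from signal-to-noise ratios of the normalized counts, with each SD at least 0.2 of its mean, an unweighted running sum and 10000 permutations of gene labels. Set scores are the mean over a set's genes of log2 CPM with a prior count of 2, centred on the livers compared. CPM are counts scaled to the library total, which for set scores was adjusted by TMM. They were compared with two-sided exact permutation tests in scipy 1.17.1, and adjusted within each comparison. Figures were drawn with matplotlib 3.10.9.

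The members of the Ribosome set (81 of 81 in the table) and of the Drug Metabolism Cytochrome P450 set (28 of 41) were read from the heat maps of Figures 4 and 5. The gene lists of KEGG, MSigDB and Ingenuity were not analysed here. Lists written by hand stand in for the 8 amino acid sets, with 45 of 53 Arginine Proline, 29 of 34 Alanine Aspartate Glutamate, 20 of 33 Tyrosine, 19 of 24 Histidine, 32 of 36 Glycine Serine Threonine, 30 of 31 Cysteine Methionine, 43 of 47 Valine Isoleucine Leucine and 32 of 41 Tryptophan genes in the table. So do lists of cholesterol biosynthesis (21 of 21), SREBF1 targets (17 of 17), ATF4 targets (29 of 31), RAS, MAPK and PI3K signalling (38 of 40) and circadian clock genes (16 of 17). Marker lists covered pancreatic acinar (12 of 18), red blood cell (5 of 5), acute phase (12 of 12), immune (8 of 9) and adipocyte genes (2 of 6). Oxidative phosphorylation (82 of 82) and the mouse families of drug metabolism genes (76 of 76) were taken by symbol. Islet and skeletal muscle lists were added later. Genes share lists, such as *Gls2* and *Sds*, so the amino acid sets are not independent.

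Genes named in the text followed a rule set at the start: the 5 genes of Figures 2F and 2G, the 3 largest rises and falls in each comparison among genes with an adjusted p of 0.05 or less, a mean of 10 counts per liver in one diet and no overlap between diets, up to 3 members of each set with the smallest adjusted p, and the first and last 3 genes drawn in Figures 4 and 5. Some genes that the rule chose are not reported here. Any other gene is said to have been chosen after its values were seen.

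Alternatives were DESeq2's test, DESeq2's size factors, a minimum of 10 counts in every liver, no filter, all 30 livers in one fit, the replicate number as a block, leaving out the 10 top genes or each liver in turn, and, for sets, a weighted running sum, log2 values, ranking by edgeR's statistic, estimated inter-gene correlation, a prior count of 0.5 and all 6 Soy-10% livers. Added after the data were seen were the slope of each library on 3′ GC content as a covariate, Soy-20% as the soy control, and each liver left out of the agreement between sources. GC content was that of the last 200 nucleotides of each gene's transcript, used for genes with a mean of at least 30 counts. It was 1 of 12 gene properties tried. The labels give no batch, date or cage, so no batch term was fitted. Serum, adipose tissue, body weight and energy expenditure data were not analysed here. No sample column was left out.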

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

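The tests of the pancreatic transcripts and of the control diet's part in the difference between protein sources were chosen only after the result was seen. Over 100 groups of 6 livers, from 20 measures in 5 diets, 8 had a liver far from the other 5, judged by its gap to the nearest as a share of the group's range. Chance alone gives about 5.

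Cas-20% liver 2 was the highest of its diet in 3 measures. Its 10 most abundant genes took 34.1% of counts against 29.4% to 30.2% in the others (gap 0.823 of the range), mitochondrially encoded genes 23.6% against 19.2% to 20.2% (0.760), and its Cysteine Methionine score was 0.387 against 0.11 to 0.207 (0.650). Mitochondrially encoded genes are among the most abundant, so the first 2 measures are not independent. Without this liver the casein enrichment score of the Cysteine Methionine set was −0.236 and not called. No biological explanation was tested, since all 6 mice ate the same diet.

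The other single livers stood out in 1 measure each. The log2 normalized count of *Scd1* was 15.2 in Cas-5% liver 5 against 14.1 to 14.5 (gap 0.645 of the range), and without it the casein effect minus the soy effect on *Scd1* was −1.07 and called. The Glycine Serine Threonine score was −0.038 in Cas-5% liver 1 against −0.214 to −0.161 (0.699), and −0.185 in Soy-20% + SAA liver 4 against −0.048 to 0.032 (0.631). Without the latter the soy difference of this score was −0.015. Soy-20% liver 2 had a total of 12046128 counts against 9993509 to 10633466 (0.688). Without it 0 genes differed between Soy-20% and Soy-20% + SAA, while 2617 had an unadjusted p under 0.05. The number called was also 0 without Soy-20% liver 3, 4 or 5, or without Soy-20% + SAA liver 5 or 6. It is thus not specific to Soy-20% liver 2. No technical or biological explanation was tested for these.

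Soy-10% liver 4 had 898 CPM on pancreatic acinar markers, against 0.153 to 0.383 in the other Soy-10% livers (gap 1.000 of the range). Of 12 markers in the table, from 18 listed, 11 were at least 10 times higher than in any other of the 30 libraries. The remaining marker, *Cela1*, named after its values were seen, is also expressed by the other livers, with 947 counts in this one and 169 to 628 in the others. The 11 markers summed to 9198 counts, 0.090% of the library, and to at most 12 in any other library. A response to the diet is argued against by the other 5 Soy-10% livers, whose sums were at most 4. A candidate explanation is pancreatic tissue in the sample, a hypothesis tested on the same data. Of 8 islet markers, 0 were in the table, so only the acinar part was seen. The heat maps of the paper for the soy diets leave out this liver, with no reason given.

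The casein effect minus the soy effect differed from 0 for 1089 genes. Livers were reassigned at random between the protein sources, separately among the restricted and among the control livers. Of these splits, 1 of 100, of 426888 possible, gave as many genes, the real split included. The trend in the Soy-20% + SAA libraries is argued against as the whole cause by the 746 genes called with Soy-20% as the soy control. Of the 1089 genes, 356 were called in the same direction with that control, an overlap raised by the casein and Soy-10% livers that both share, and 518 with the covariate. For the other genes the trend stays open as a part of the cause. Of the sets at the claims, 9 differed between the sources, and 10 did with Soy-20% as the control, which argues against the trend there too. As many sets came out in 8 of 100 splits, so chance stays open for their number. For single sets, a camera p as small came out in 15 splits for Ribosome, 14 for P450, 3 for Arginine Proline, 3 for Alanine Aspartate Glutamate, 9 for Tyrosine, 5 for Histidine, 4 for Glycine Serine Threonine, 14 for Cysteine Methionine, 7 for Valine Isoleucine Leucine and 4 for Tryptophan. Fewer than 5 splits were as small only for Arginine Proline, Alanine Aspartate Glutamate, Glycine Serine Threonine and Tryptophan. These shares come from 100 splits and were not adjusted over the 10 sets, so chance is not excluded for any single set. The sources also differ in the depth of restriction, 50 g of casein against 115 g of soy protein in Table 1 of the paper, named 5% and 10% there and 5% and 11.5% in the sample labels, and that part was not tested.

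The paper reports no RNA sequencing result for Soy-20%. Between Soy-10% and Soy-20%, 103 genes differed, 38 higher and 65 lower on Soy-10%. Of 100 splits of these livers, of 462 possible, 1 gave as many, the real one, and the highest count in another split was 10. The GC slopes of these libraries were −0.049 to 0.01 and −0.022 to −0.011, so the Soy-20% + SAA trend has no part in it. A response to the diet stays open as a hypothesis.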

How the results depend on the processing

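The GC slope of each library as a covariate, Soy-20% as the soy control and the single livers left out of the agreement were chosen only after the result was seen. The other settings were set at the start. For 163 values of single genes, sets and scores, 841 alternative values were computed beside those with 1 liver left out, and 753 kept their direction and side of the threshold, while 60 became weaker, 16 stronger and 12 reversed, in 57 of the results. Leaving out 1 liver gave 1966 values, of which 1900 were the same, 41 weaker, 7 stronger and 18 reversed, in 20 of the results. By setting, all 88 values with DESeq2's size factors, all 88 with 30 livers in one fit and all 39 set scores with other size factors were the same, as were 87 of 88 with DESeq2. The GC covariate kept 104 of 124 and Soy-20% as the control 49 of 79. Estimated inter-gene correlation kept 12 of 26. These tallies cover 163 of the 185 results. Over all 185, another setting left 867 of 999 values the same, 79 weaker, 39 stronger and 12 reversed, with 72 results changed. Leaving out 1 liver left 2139 of 2240 the same, 62 weaker, 21 stronger and 18 reversed, with 28 results changed.

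The number of genes called for casein stayed within 1.5-fold in every setting tried, from 2429 with the GC covariate to 3090 with all 30 livers. For soy, against 2035, it was 3077 with all 30 livers in one fit, 370 with the GC covariate and 103 with Soy-20% as the control, and from 1219 (without Soy-20% + SAA replicate 5) to 3119 (without Soy-20% + SAA replicate 1) across fits that each left out 1 liver. For Cas-20% against Soy-20% + SAA, against 291, it was 1155 with DESeq2, 2331 with all 30 livers, 5 with the GC covariate, and from 9 (without Soy-20% + SAA replicate 6) to 1817 (without Soy-20% + SAA replicate 1). For Soy-20% against Soy-20% + SAA, against 1, it was 885 with DESeq2, 2 with DESeq2's size factors, 2 with at least 10 counts in every liver, 2 with no filter, 1793 with all 30 livers and 0 with the GC covariate, where 1041 genes had an unadjusted p under 0.05. It ran from 0 (without Soy-20% replicate 2, with 2617 at an unadjusted p under 0.05) to 1587 (without Soy-20% + SAA replicate 1). For the casein effect minus the soy effect, against 1089, it was 670 with the GC covariate, and from 719 (without Soy-20% + SAA replicate 4) to 1941 (without Soy-20% + SAA replicate 1). The cause was not tested, apart from the trend covered by the covariate.

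At the general threshold, requiring 10 counts in every liver left 262 genes for casein and 194 for soy, by testing fewer genes. For soy, the GC covariate left 85 and Soy-20% as the control 27, and fits without 1 liver gave 207 (without Soy-20% + SAA replicate 5) to 542 (without Soy-20% + SAA replicate 1). At the pathway threshold the count for casein was 121 with 10 counts in every liver, 367 with no filter, 2650 with 1.3 as a linear fold change and 2605 with DESeq2 and a linear fold change. For soy these were 78, 302, 2647 and 2525, the GC covariate gave 80, Soy-20% as the control 25, and fits without 1 liver 132 (without Soy-20% + SAA replicate 6) to 287 (without Soy-20% + SAA replicate 1). The filters and the scale of the fold change act by their construction. For soy, the number of list members called also fell with the GC covariate and with Soy-20% as the control. It went from 22 to 18 and 1 for Ribosome, 9 to 5 and 1 for P450, 22 to 10 and 6 for Arginine Proline, 14 to 8 and 5 for Alanine Aspartate Glutamate, 9 to 2 and 1 for Tyrosine, 9 to 3 and 5 for Histidine, 18 to 10 and 5 for Glycine Serine Threonine, 8 to 4 and 1 for Cysteine Methionine, 22 to 6 and 4 for Valine Isoleucine Leucine, 15 to 4 and 2 for Tryptophan, and 12 to 9 and 5 for ATF4 targets. The soy median of the Ribosome list was 0.15 in the main fit, 0.21 with the covariate and 0.15 with Soy-20% as the control. With the covariate 52 of its 81 genes had an unadjusted p under 0.05, and with that control 44. For P450 the median went from 0.18 to 0.09 and 0.08. The correlation of casein and soy fold changes was 0.368 with no filter and 0.584 with Soy-20% as the control, and from 0.412 (without Soy-20% + SAA replicate 1) to 0.510 (without Soy-20% + SAA replicate 4).

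The replicate numbers of the labels gave no clear sign of pairing the mice. Correlations between livers of the same number in different diets, after each diet's mean was removed, exceeded 0.1 in at most 4 of 6 pairs. The 4 were between Cas-5% and Soy-20% + SAA, with a mean of 0.11 against −0.02 for livers of other numbers. Pairing is thus not excluded. With the replicate block, 2656 genes were called for casein, 2014 for soy, 141 between Cas-20% and Soy-20% + SAA, 1 between Soy-20% and Soy-20% + SAA, higher on Soy-20% and so not *Chic1*, and 1272 for the difference between sources.

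With camera and an estimated inter-gene correlation, the p for the Ribosome set was 0.031 for casein and 0.16 for soy, neither past the adjusted threshold. The P450 set was called for casein with the weighted running sum (−0.484) and with all mouse members of its gene families (−0.194). For soy it was called with the weighted sum (0.495), mouse families (0.244), edgeR's ranking with the replicate block (0.273), the GC covariate (0.321) and all 6 Soy-10% livers (0.283), and its score without 1 liver ran from 0.202 (without Soy-10% replicate 5) to 0.287 (without Soy-10% replicate 1, called). The oxidative phosphorylation score for soy reversed to 0.184 with the weighted sum, 0.240 with log2 values and 0.274 with the GC covariate. The number of amino acid sets called for soy, 4, became 2 with the weighted sum, 0 with log2 values and 0 with the estimated correlation. Between Cas-20% and Soy-20% + SAA it went from 0 to 1 with the weighted sum and to 5 with the GC covariate. For casein it was 8, and 6 with the estimated correlation. The cause was not tested.

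Of set scores, Glycine Serine Threonine for soy reversed to −0.066 with Soy-20% as the control, and ran from −0.015 (without Soy-20% + SAA replicate 4) to 0.030 (without Soy-10% replicate 5). Oxidative phosphorylation for soy reversed to −0.055 with Soy-20% as the control, and ran from −0.018 (without Soy-20% + SAA replicate 2) to 0.025 (without Soy-20% + SAA replicate 5). Tryptophan for soy ran from −0.025 (without Soy-20% + SAA replicate 4) to 0.007 (without Soy-20% + SAA replicate 1), and P450 between Cas-20% and Soy-20% + SAA from −0.004 (without Cas-20% replicate 5) to 0.082 (without Cas-20% replicate 1). Between Soy-20% and Soy-20% + SAA, 0 to 2 set scores were called, 2 of them without Soy-20% replicate 2.

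Of named genes, the difference between sources for *Fgf21* reversed to 0.67 with the GC covariate and 0.45 with Soy-20% as the control, and ran from −0.54 (without Soy-20% + SAA replicate 1) to 0.25 (without Cas-20% replicate 5). For *Fasn* it reversed to −0.24 and −0.41, and ran from −0.002 (without Soy-20% + SAA replicate 5) to 0.47 (without Cas-20% replicate 1). *Fau* after casein restriction was −0.02 with the GC covariate and −0.005 (without Cas-5% replicate 1) to 0.06 (without Cas-5% replicate 4). After soy restriction *Rpl13* was 0.10 with the GC covariate and 0.07 with Soy-20% as the control. None of these had an adjusted p of 0.05 or less in edgeR's main setting. The depth limits genes with few counts, such as *Phgdh* and *Slc34a2*, to lower bounds.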

Differences from the paper's values

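No test in this part was chosen only after the result was seen, apart from the GC covariate, Soy-20% as the control and the splits for enrichment scores, which are marked where they appear.

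At the threshold of 1.3 and an FDR of 0.3, the paper gives 2829 genes for casein and 2158 for soy. With 1.3 on the log2 scale edgeR called 229 and 161. Of the alternatives set before the data were examined, a linear fold change of 1.3 gave 2650 and 2647, and DESeq2 with a linear fold change 2605 and 2525, both within 1.5 times the paper's counts. The others did not come within that range.

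The enrichment score of the Ribosome set was 0.613 for casein, against the paper's value of about 0.75 in Fig. 4A, read by eye. For soy it was 0.397, against the paper's value of about 0.55 in Fig. 4B, read by eye. With the weighted running sum these were 0.738 and 0.547, and for soy edgeR's ranking with the replicate block gave 0.519, all within the margin of the figure. The other alternatives set before the data were examined did not.

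The score of the Drug Metabolism Cytochrome P450 set was −0.194 for casein, against the paper's value of about −0.52 in Fig. 5A, read by eye. For soy it was 0.249, against the paper's value of about 0.44 in Fig. 5B, read by eye. None of the alternatives set before the data were examined closed either gap. The weighted running sum came to −0.484 and 0.495. The paper gives this set as significant for both sources, and here it was not called for either (gene permutation adjusted p = 0.23 and 0.092). It was called for both with the weighted sum and with all mouse members of its families, and for soy also with edgeR's ranking and the replicate block (0.273), with all 6 Soy-10% livers (0.283), without Soy-10% replicate 1 (0.287), and with the GC covariate (0.321), which was chosen after seeing the values.

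The paper states that the control diets showed no enrichment difference. Between Cas-20% and Soy-20% + SAA the Ribosome set scored −0.281 (gene permutation adjusted p = 0.0039) and red blood cell markers 0.780 (gene permutation adjusted p = 0.017). Regrouping these livers gave scores as large in 43 and 20 of 100 splits, chosen after seeing the values, so chance stays open for both scores. Between mice, mean expression had exact permutation adjusted p-values of 0.16 and 0.043. The red blood cell list is a marker list and not a KEGG set, so it cannot contradict the paper. The paper also states that Alanine Aspartate Glutamate genes were higher on Cas-20%. Their score was 0.238 (gene permutation adjusted p = 0.27), and 0.411 with a call under the GC covariate, chosen after seeing the values. Their mean expression per liver was higher on Cas-20% by 0.185 (exact permutation test, adjusted p = 0.014), as the paper states.

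The paper gives all 8 amino acid sets as significantly changed by both sources. Here the enrichment scores of the Tyrosine, Histidine, Cysteine Methionine and Tryptophan sets were not called for soy (−0.256, −0.272, −0.223 and −0.205). Mean expression per liver did fall for Tyrosine (−0.215, exact permutation test, adjusted p = 0.011) and Histidine (−0.133, exact permutation test, adjusted p = 0.043). Tyrosine was called with edgeR's ranking (−0.320), that ranking with the replicate block (−0.322) and the GC covariate (−0.330), and Tryptophan with both rankings (−0.316 and −0.291). Histidine was called with Soy-20% as the control (−0.372) and Cysteine Methionine with the GC covariate (−0.273). The covariate and that control were chosen after seeing the values.

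The paper gives the Ribosome set as the highest scoring one. By size of the score, the SREBF1 list (−0.717 and −0.748) and cholesterol biosynthesis (−0.663 and −0.662) came before it here, as did red blood cell markers (−0.865 and 0.470) and, for soy, circadian clock genes (−0.407). Scaled by permuted sets, the Ribosome set came first, at 6.491 and 4.207.

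In Fig. 2G the letters set Soy-20% apart from Soy-20% + SAA for *Fasn* and *Scd1*. By sequencing, their log2 fold changes were −0.64 and −0.34 (edgeR adjusted p = 0.39 and 0.43). As fold changes these were 0.64 and 0.79, against about 0.45 and 0.55 in the figure, read by eye. The direction was the same and the sizes were within the margin of the figure, so only the call differed. In Fig. 3A the oxidative phosphorylation pathway is activated by soy restriction. The enrichment score here was −0.217 (gene permutation adjusted p = 0.0023), and 0.184, 0.240 and 0.274 with the weighted sum, with log2 values and with the GC covariate, the last chosen after seeing the values. When these livers were regrouped, a score as large came out in 82 of 100 splits, so chance stays open for it. The splits were also chosen after seeing the values.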

Other observations

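The splits for the enrichment scores and the tests below were chosen only after the result was seen, apart from the splits for gene counts and the test within the Ribosome list. The list of skeletal muscle genes was added after *Myh4*, *Ttn*, *Acta1* and *Ckm* had been seen. In the Soy-20% + SAA diet 4 of 6 libraries, numbers 3 to 6, had fewer reads on genes with AT-rich 3′ ends. Of 6929 genes, 30, 227, 128 and 168 lay under 50% of the lowest liver of all other diets in them, against 0 and 0 in libraries 1 and 2 and at most 10 in any library of another diet. A response that all mice on the diet share is argued against by the slope of library 1, −0.019, within the range of the other diets. A difference in depth is argued against by 4 libraries of other diets with totals in the same range, whose slopes reached only 0.029. A few genes taking most counts is argued against by the share of the 10 top genes, 28.26% to 28.6% in the 4 libraries and 28.47% and 28.64% in the others. Gene length bias is argued against by correlations with length down to −0.082, within the −0.165 to 0.203 of other diets. Livers of another diet under a wrong label are argued against by the lowest slope, 0.045, above all other diets. Immune cells are argued against by marker scores of at most 0.15, against up to 0.46 elsewhere. The correlation with 3′ GC content across genes was at most 0.339. The value expected with GC content as the whole cause was not computed, so that question stays open.

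A bias of library preparation or sequencing with 3′ GC content stays open. If it were the cause, genes expressed together would part by their own GC content. Among Ribosome genes they did not (r = 0.08, rho = 0.04, permutation p = 0.48), while among oxidative phosphorylation genes, tested later, r was 0.28 and rho 0.32 (permutation p = 0.0062). A difference between these 4 mice and the other 2 stays open too, untested. *Pfn1*, chosen after its values were seen, had 388, 232, 113, 22, 27 and 38 counts in libraries 1 to 6, against 182 to 570 in all other libraries, although its 3′ GC content is 43.0%.

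After soy restriction, genes called higher had a median 3′ GC content of 36.0% and genes called lower 44.0%, against 40.5% for all. The trend in the Soy-20% + SAA libraries is a candidate explanation, since the correlation of fold change with GC content was −0.018 with Soy-20% as the control and −0.238 with Soy-20% + SAA. With the covariate all 2035 genes kept their direction, 1164 of them with an unadjusted p under 0.05, and 300 were called. The covariate also removes any part of the diet effect that goes with the slope.

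Several skeletal muscle transcripts were lower in Cas-20% than in the 4 other diets. *Myh4*, *Ttn*, *Acta1* and *Ckm* were seen first, the last 2 chosen after their values were seen. Of a list of 25 further muscle genes, 8 were in the table, and 6 were lowest in Cas-20%, so skeletal muscle RNA in the other libraries may be the source. *Neb*, named after its values were seen, is the most abundant of the 8 and was highest in Cas-20% (median 23.23 CPM, 10.93 in Cas-5%). With it the sum of the 8 was 27.06 ± 4.44 CPM (SD) in Cas-20% and 24.78 ± 4.75 in Cas-5% (exact permutation test, p = 0.41). *Neb* makes up most of that sum in Cas-20%, so the sum cannot tell whether total muscle reads differ. With equal weight for each gene, the mean log2 CPM was 0.45 ± 0.07 (SD) and 1.24 ± 0.14 (exact permutation test, p = 0.0022). Spill-over from other libraries at one rate is argued against by the 3 list members with 4 or fewer counts in every Cas-20% liver, at 2.94 ± 0.71 CPM (SD) in Cas-5% and 1.09 ± 0.35 in Soy-10%, higher in 6 of 6 (exact permutation test, p = 0.0022). A response of the liver to diet stays open, untested. *Myh4* and *Ttn* are among the genes with the largest difference between sources.

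Mitochondrially encoded genes took 20.3% ± 1.7% (SD) of counts on Cas-20%, 15.2% ± 1.2% on Cas-5%, 17.9% ± 0.8% on Soy-20%, 17.3% ± 0.3% on Soy-20% + SAA and 16.2% ± 0.7% on Soy-10%. Over 4 comparisons, exact permutation tests gave adjusted p = 0.0043 for casein, 0.0087 for soy, 0.0043 for Cas-20% against Soy-20% + SAA and 0.14 for Soy-20% against Soy-20% + SAA. No technical explanation was tested.

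Marker lists were read for other cells and states. Circadian clock genes fell by 0.552 in mean score after casein restriction in 6 of 6 livers (exact permutation test, p = 0.0022), and changed by −0.162 after soy restriction (exact permutation test, p = 0.14), while 2 genes were called higher and 8 lower for casein, and 2 and 4 for soy (4 and 7 adjusted over the list alone). With the GC covariate and with Soy-20% as the control 0 were called for soy, with 2 and 1 at an unadjusted p under 0.05, and the soy median of −0.39 became 0.05 and −0.06. The time of day of collection was not analysed here and stays open. Red blood cell markers differed by −0.562 for casein (exact permutation test, adjusted p = 0.022, 3 of 6 livers below all controls) and by 0.044 for soy. The mean score of acute phase genes fell by 0.553 for casein in 5 of 6 livers (exact permutation test, adjusted p = 0.0087) and changed by −0.231 for soy. For casein 5 of the 12 genes were higher and 7 lower, with 2 called higher and 4 lower. Their median log2 fold change was −0.11 and their enrichment score −0.283 (gene permutation adjusted p = 0.26). Immune cell markers changed by 0.033 and 0.042. Of 2 adipocyte markers in the table 1 was called lower for casein and 0 for soy.

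Other splits of the livers into groups of the same size, 100 drawn of 462 or more possible, were compared with the real one. As many genes were called in 1 split, the real one, for casein, for soy and for Cas-20% against Soy-20% + SAA, and in 6 for Soy-20% against Soy-20% + SAA, where chance stays open. The highest counts among the other splits were 218, 1, 22 and 137. At the general and the pathway threshold it was 1 split for each source, and the correlation of casein and soy fold changes was matched in 1, with 0.42 as the next.

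The enrichment scores behaved differently from the gene counts under the same splits. A score as large came out for casein in 5 of 100 splits for Ribosome, 52 for P450, 4 for Arginine Proline, 14 for Alanine Aspartate Glutamate, 5 for Tyrosine, 11 for Histidine, 9 for Glycine Serine Threonine, 16 for Cysteine Methionine, 4 for Valine Isoleucine Leucine and 3 for Tryptophan. In the same order it was 39, 36, 15, 12, 33, 40, 21, 16, 11 and 23 for soy, and 43, 84, 44, 38, 71, 96, 48, 77, 89 and 38 for Cas-20% against Soy-20% + SAA. Fewer than 5 splits had scores as large only for Arginine Proline, Valine Isoleucine Leucine and Tryptophan after casein restriction. These shares were not adjusted over the 10 sets, so for the size of the enrichment score chance is not excluded for any set. For a change in mean expression after casein restriction it is argued against in all 10 sets but P450, since all 6 Cas-5% livers lay beyond all controls (exact permutation test, p = 0.0022 and adjusted p = 0.0031 for each), with differences such as 0.362 for Ribosome and −0.576 for Tyrosine. A candidate explanation for the smaller p-values of gene permutations is that genes of a set vary together between livers.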
